# Single Cell Transcriptomic Analysis in a Mouse Model of Barth Syndrome Reveals Cell-Specific Alterations in Gene Expression and Intercellular Communication

**DOI:** 10.3390/ijms241411594

**Published:** 2023-07-18

**Authors:** Gayani Perera, Liam Power, Amy Larson, Christina J. Codden, Junya Awata, Rebecca Batorsky, Douglas Strathdee, Michael T. Chin

**Keywords:** Tafazzin, Barth Syndrome, single-nucleus RNA sequencing, cardiomyopathy, mitochondria, gene expression, metabolism

## Abstract

Barth Syndrome, a rare X-linked disorder affecting 1:300,000 live births, results from defects in Tafazzin, an acyltransferase that remodels cardiolipin and is essential for mitochondrial respiration. Barth Syndrome patients develop cardiomyopathy, muscular hypotonia and cyclic neutropenia during childhood, rarely surviving to middle age. At present, no effective therapy exists, and downstream transcriptional effects of Tafazzin dysfunction are incompletely understood. To identify novel, cell-specific, pathological pathways that mediate heart dysfunction, we performed single-nucleus RNA-sequencing (snRNA-seq) on wild-type (WT) and *Tafazzin*-knockout (Taz-KO) mouse hearts. We determined differentially expressed genes (DEGs) and inferred predicted cell–cell communication networks from these data. Surprisingly, DEGs were distributed heterogeneously across the cell types, with fibroblasts, cardiomyocytes, endothelial cells, macrophages, adipocytes and pericytes exhibiting the greatest number of DEGs between genotypes. One differentially expressed gene was detected for the lymphatic endothelial and mesothelial cell types, while no significant DEGs were found in the lymphocytes. A Gene Ontology (GO) analysis of these DEGs showed cell-specific effects on biological processes such as fatty acid metabolism in adipocytes and cardiomyocytes, increased translation in cardiomyocytes, endothelial cells and fibroblasts, in addition to other cell-specific processes. Analysis of ligand–receptor pair expression, to infer intercellular communication patterns, revealed the strongest dysregulated communication involved adipocytes and cardiomyocytes. For the knockout hearts, there was a strong loss of ligand–receptor pair expression involving adipocytes, and cardiomyocyte expression of ligand–receptor pairs underwent reorganization. These findings suggest that adipocyte and cardiomyocyte mitochondria may be most sensitive to mitochondrial Tafazzin deficiency and that rescuing adipocyte mitochondrial dysfunction, in addition to cardiomyocyte mitochondrial dysfunction, may provide therapeutic benefit in Barth Syndrome patients.

## 1. Introduction

Barth Syndrome (BTHS), a rare X-linked mitochondrial disorder affecting 1:300,000 live births, is characterized by childhood onset cardiomyopathy, skeletal myopathy, cyclic neutropenia and premature death. To date, no efficacious therapy exists. The affected gene encodes Tafazzin, an inner mitochondrial membrane-associated transacylase and critical regulator of mitochondrial membrane composition. Tafazzin remodels the mitochondrial membrane phospholipid, cardiolipin, from its immature monolyso-isoform (MLCL) to its mature isoform (CL). At the organellar level, mitochondria lacking functional Tafazzin display altered cristae structure, reduced oxygen consumption, increased reactive oxygen species generation, altered substrate utilization and an elevated MLCL to CL ratio (reviewed in [1,2,3]). Failure to remodel cardiolipin to its mature form affects mitochondrial inner membrane curvature, resulting in a failure to form electron transport protein supercomplexes [4,5]. Disease-causing mutations in Tafazzin are present throughout the molecule and can affect protein localization, protein stability and enzymatic activity [6,7,8,9]. Although genomically encoded, Tafazzin is transported across the outer mitochondrial membrane and then localized to the inner mitochondrial membrane, directed by specific peptide domains [10,11]. The molecular, cellular, tissue, organ and physiological mechanisms by which Tafazzin mutations propagate dysfunction across multiscale networks are poorly understood, and a deeper understanding of the components of these networks will likely provide fundamental advances in knowledge of mitochondrially associated disease mechanisms and the development of targeted therapies for mitochondrial disorders such as BTHS. 

Single-cell RNA sequencing methods have facilitated the analysis of cell-specific gene expression, cellular diversity and intercellular communication in a wide variety of tissues and across a wide variety of species—including human and mouse hearts—for both normal and diseased conditions [12,13,14,15,16,17,18,19,20,21]. As a first step in identifying transcriptional networks and pathological pathways that mediate the effects of Tafazzin deficiency in the heart at the single-cell level, we have performed single-nuclei transcriptomics on heart tissue extracted from a *Tafazzin* knockout (Taz-KO) mouse model of Barth Syndrome [22]. We have identified differentially expressed genes by genotype for specific cell populations and have found that fibroblasts, cardiomyocytes, endothelial cells, macrophages, adipocytes and pericytes demonstrate the largest numbers of DEGs. We correlated these cell-specific DEGs with potentially important biological processes through a Gene Ontology (GO) analysis and found cell-specific perturbations in metabolic pathways. We also analyzed ligand–receptor (L-R) pair gene expression to infer intercellular communication networks and identified extensive alterations in potential communication patterns, notably involving adipocytes.

## 2. Results

### 2.1. Tafazzin Deficiency Is Not Associated with a Disease-Specific Cell Population in the Heart

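Single nuclei from whole hearts of 4 WT and 4 Taz-KO male mice were sequenced, with 1 library per mouse and the mouse as the replicate. The authors deposited the raw UMI counts per gene and barcode from Cell Ranger, with reads in introns counted, before any correction for ambient RNA or doublets. The files held 169193 barcodes. Between 20025456 UMIs (Taz-KO replicate 5301) and 348080773 UMIs (WT replicate 4909) were counted per mouse, with a median of 193693942 in WT and 86982353 in Taz-KO. The median per barcode was lowest in Taz-KO replicate 5301, at 1581 UMIs, and highest in WT replicate 4909, at 9574 UMIs. Taz-KO replicates 4685 and 5301 gave 3492 and 5571 barcodes, fewer than the 21190 or more of every other library. Mitochondrial genes took between 1.57% and 23.7% of the UMIs of a library. Xist was at or below 2.21 CPM (UMIs of a gene scaled to a common library total) and Ddx3y at or above 74.1 CPM in each of the 8 libraries. For tests between genotypes, the counts of all nuclei of a cell type were summed per mouse, since nuclei of 1 mouse are not independent replicates. A cell type was tested with at least 10 nuclei in at least 3 mice of each genotype.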

Whole hearts from four male WT and four male KO mice were used to generate the snRNA-seq dataset [17,18,19,20]. To identify the major cell types present in our data, we performed cell and gene-level quality control, followed by sample integration and graph-based clustering as described in Materials and Methods [23,24,25,26,27,28,29,30]. 

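Barcodes with at least 800 UMIs and 250 genes numbered 167495, and a doublet score removed 16231 of them. The 151264 barcodes left are called nuclei here, although whether each holds a nucleus was not tested. Normalization, selection of 2000 variable genes, integration of the mice and clustering followed the published algorithms of Seurat and Harmony in code written anew in Python, since those packages were not used here. Leiden clustering on 15 components at a resolution of 0.9 gave 37 clusters. At a resolution of 0.5 there were 29 clusters, and without the genes of Table S2 among the variable genes there were 37.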

The integrated dataset, consisting of the transcriptomes from 75,051 nuclei, revealed a total of 35 distinct clusters, represented by the Uniform Manifold Approximation and Projection (UMAP) plot shown in Supplemental Figure S1. The 35 clusters represented 12 major cell types found in the heart (Figure 1A,B).

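Clusters were named from marker genes listed in advance, so that cardiomyocyte and the other names stand for cardiomyocyte-like and so on, and a cluster with high scores for a pair of unrelated cell types stayed unnamed. The named nuclei numbered 112215 and fell into 11 cell types, without a dendritic cell cluster that met the rule. Fibroblasts were the most numerous (38606 nuclei), followed by cardiomyocytes (27640), endothelial cells (21476), macrophages (12190) and pericytes (5361). Among the smaller groups, adipocytes had 828 nuclei, B-lymphocytes 547, smooth muscle cells 440 and T-lymphocytes 372. The unnamed nuclei, 25.8% of all, made up 24.4% ± 5.37 (SD, n = 4 mice) in WT and 32.3% ± 16.4 (SD, n = 4) in Taz-KO, a difference within the spread between mice (exact two-sided permutation test, p = 0.514).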

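Clusters rebuilt without the genes of Table S2, which differ between genotypes and can themselves separate nuclei, were used to compare genotypes. Each of the 51 clusters and sub-clusters held nuclei of both genotypes, and 40 held nuclei of every mouse. The share of a cluster among the nuclei of its cell type was compared between 4 WT and 4 Taz-KO mice for the 14 clusters of cell types with several clusters. The lowest p of these exact two-sided permutation tests was 0.0857, with a Benjamini-Hochberg adjusted p of 0.60. A permutation test of 4 mice against 4 cannot give a p below 0.0286. In the main clusters, built with those genes, 52 of 53 held nuclei of both genotypes and 38 nuclei of every mouse; the other was a cluster of 21 unnamed nuclei from a pair of WT mice. Of 11 main clusters tested, 2 had a p of 0.0286 (adjusted p = 0.157), both of cardiomyocytes. These were cluster 2, with 66.3% ± 2.73 (SD, n = 4 mice) of the cardiomyocytes in WT and 41.0% ± 12.1 (SD, n = 4) in Taz-KO, and cluster 10, with 6.45% ± 1.09 and 25.9% ± 1.22.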

Analysis of the distribution of these cell types per genotype revealed that all major cell types were represented by each genotype and no disease-specific cell clusters were present (Supplemental Figure S2). There were no significant differences between genotypes in the cell type distribution (Figure 1C), as determined by calculating the cell type diversity statistic shown in Supplemental Figure S3 (*t*-test *p*-value 0.66) [31]. 

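The share of each cell type among the named nuclei was computed per mouse. Cardiomyocytes made up 24.3% ± 1.01 (SD, n = 4 mice) in WT and 24.5% ± 8.17 (SD, n = 4) in Taz-KO (exact permutation test, p = 0.971). The share of mesothelial cells was 1.80% ± 0.337 in WT and 3.31% ± 0.841 in Taz-KO (exact permutation test, p = 0.0286, adjusted p = 0.314 over 11 cell types), with each Taz-KO mouse above each WT mouse; no smaller p is possible in this test. Macrophages made up 7.46% ± 3.85 in WT and 13.9% ± 3.07 in Taz-KO (exact permutation test, p = 0.0571), and fibroblasts 40.4% ± 10.1 and 27.7% ± 4.73 (exact permutation test, p = 0.0857), both with an adjusted p of 0.314. None of the 11 cell types passed an adjusted p of 0.05 by the exact permutation test, and 1 passed an unadjusted p of 0.05. An adjusted p of 0.05 could be reached only if most of the 11 cell types had the smallest p at once.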

The nuclei counts for each cell type and genotype is listed in Supplemental Table S1.

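Per mouse, the number of nuclei ranged from 216 to 6479 in cardiomyocytes, from 489 to 7798 in fibroblasts and from 8 to 316 in adipocytes. Smooth muscle cells ranged from 0 to 143 nuclei per mouse, and were not tested for expression because too few mice had enough of them.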

Major cell types identified include:

- Adipocytes (ADIPOs);
- B-Lymphocytes (BLYMPHs);
- Cardiomyocytes (CMs);
- Dendritic Cells (DCs);
- Endothelial Cells (ECs);
- Fibroblasts (FBs);
- Lymphatic Endothelial Cells (LECs);
- Macrophages (MACs);
- Mesothelial Cells (MESs);
- Pericytes (PCs);
- Smooth Muscle Cells (SMs);
- T-Lymphocytes (TLYMPHs).

### 2.2. Tafazzin Deficiency Is Associated with Differential Expression of Genes That Varies by Cell Type and Is Associated with Alterations in Multiple Biological Processes

We performed differential expression testing between Taz-KO and WT cells within each cell type using a generalized linear model framework as described in Materials and Methods [26,27,28,29,32]. 

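The targeted gene Taz (ENSMUSG00000009995, chromosome X of GRCm38 from 74281912 to 74290151) was counted in each library. In cardiomyocytes it was at 48.8, 53.9, 55.5 and 58.2 CPM in the WT mice and at 23.4, 35.8, 36.2 and 38.2 CPM in the Taz-KO mice, means of 54.1 ± 3.98 and 33.4 ± 6.76 (SD, n = 4 mice each). The log2 fold change was -0.70 (standard error 0.17, adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.77 and -0.55 with each mouse left out in turn. After subtraction of an ambient share of 0.2 of the UMIs, the log2 fold change of Taz in cardiomyocytes was -0.63, with an adjusted p of 0.0531 from the same edgeR test. UMIs on Taz remained in the cardiomyocytes of each of the 4 Taz-KO mice, above the level in the lowest-UMI barcodes of the same library, and the counts do not show whether these transcripts are functional. In fibroblasts Taz went from 36.9 ± 1.87 to 24.3 ± 6.78 CPM (adjusted p = 0.291 from edgeR) and in endothelial cells from 32.7 ± 4.23 to 14.6 ± 4.66 CPM (adjusted p = 0.0894 from edgeR and 0.00258 from DESeq2). An ambient share per nucleus was also estimated from mitochondrial UMIs, with the lowest-UMI barcodes taken as ambient RNA alone. Under this assumption ambient RNA would account for 23.4 of 35.8 CPM in WT and 9.80 of 24.8 CPM in Taz-KO fibroblasts. In endothelial cells it would account for 26.8 of 31.8 and 10.6 of 14.8 CPM (before TMM normalization). In most libraries these barcodes pass the filter on nuclei, so the values do not settle how much Taz is ambient.

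**Figure D1:**
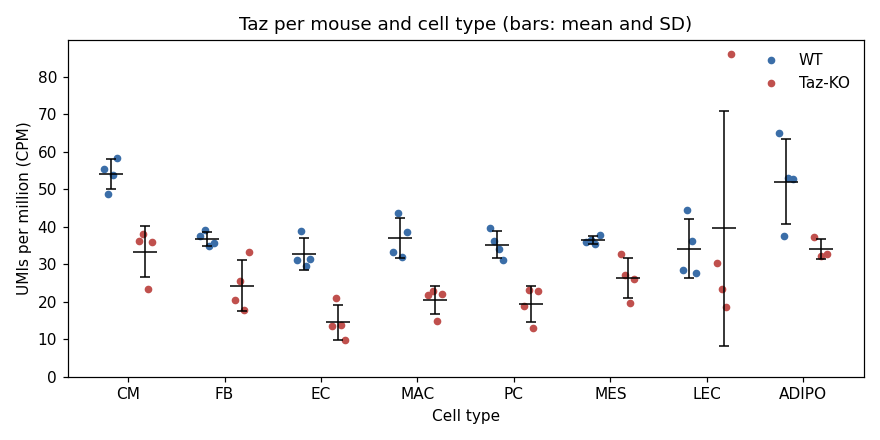
Taz in CPM (vertical axis) in each mouse, by cell type (horizontal axis), for WT and Taz-KO. Points are mice, bars are the mean and SD; in cardiomyocytes (CM) the WT mice lie between 48.8 and 58.2 and the Taz-KO mice between 23.4 and 38.2.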

Genes were considered to be differentially expressed if the absolute value of their log_2_fold-change was greater than 0.58 (adjusted *p*-value < 0.001). 

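Differential expression was tested per cell type on the summed counts of 4 WT and 4 Taz-KO mice, or 4 and 3 in lymphocytes and adipocytes, at an adjusted p of 0.001 and an absolute log2 fold change of 0.58. Cardiomyocytes had 426 genes past these thresholds of 18333 tested, 260 higher and 166 lower in Taz-KO. Lymphatic endothelial cells had 4 genes, endothelial cells 3, fibroblasts 2, pericytes 2, B-lymphocytes 2 and macrophages 1, all higher in Taz-KO. None passed in adipocytes, mesothelial cells or T-lymphocytes by edgeR's quasi-likelihood test, with 933, 879 and 116 genes at an unadjusted p below 0.05 in them and 7, 25 and 0 genes past the thresholds by DESeq2. An adjusted p of 0.05 moved the count of cardiomyocytes most, to 2693 genes. With DESeq2, 1469 genes passed in cardiomyocytes, and 118 in fibroblasts, 103 in endothelial cells and 57 in macrophages, the highest counts of the alternatives in these 3 cell types. In counts simulated for these mice, edgeR recovered 54.4% of 4-fold changes in cardiomyocytes and 45.6% in fibroblasts at these thresholds. It recovered 0% of 2-fold changes in both, of which DESeq2 recovered 10.8% and 9.55%. In these runs with 2-fold changes, DESeq2 also called 6 unchanged genes in cardiomyocytes and 4 in fibroblasts at these thresholds, and edgeR 0 in both. Among the genes past the thresholds in cardiomyocytes with UMIs in WT, the largest changes were Gm50024 (log2 fold change 11.04), Gm15414 (10.49) and Vmn2r3 (9.91), with 2, 7 and 42 UMIs in all WT cardiomyocytes. Gm15414 lies antisense inside Tenm4, and its counts are uncertain where reads could be split between the genes. Adm2 had 0 UMIs in WT cardiomyocytes and 3.60 ± 0.566 CPM (before TMM normalization, SD, n = 4) in Taz-KO, at least 219.6-fold higher against a floor of 3 counts over the WT group.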

Surprisingly, DEGs were distributed heterogeneously, with fibroblasts, cardiomyocytes, endothelial cells, macrophages, adipocytes and pericytes exhibiting the greatest number of DEGs between genotypes; the lymphatic endothelial and mesothelial cell types each only had one differentially expressed gene detected, and none were detected in the lymphocytes, dendritic cells or smooth muscle cells (Table 1). 

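Of the 889 entries of Table S2, 888 could be tested on the sums per mouse, and 799 changed in the direction listed there. At an adjusted p below 0.05 by edgeR, 264 of them changed in that direction, and 107 passed both thresholds. In cardiomyocytes 153 of 153 tested upregulated genes were higher in Taz-KO, 134 of them with an adjusted p below 0.05, and 141 of 141 downregulated genes were lower, 118 of them with an adjusted p below 0.05. In fibroblasts 222 of the 296 upregulated genes were higher, 5 with an adjusted p below 0.05, and in endothelial cells 110 of 121, 3 with an adjusted p below 0.05. The genes of Table S2 were chosen on these mice, so their direction is not independent evidence. The sets of Table S3 used below are drawn from these genes, so neither their direction nor their p is independent evidence.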

The full list of DEGs for each cell type are listed in Supplemental Table S2. 

To further understand the biological context of these DEGs and identify potential cell-specific dysregulated pathways associated with Tafazzin deficiency, we also performed a Gene Ontology over-representation test for biological process terms on the sets of upregulated (increased expression in Taz-KO) and downregulated (decreased expression in Taz-KO) DEGs within each cell type. 

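In adipocytes, 4 WT and 3 Taz-KO mice had at least 10 nuclei. Acly, which encodes ATP citrate lyase (ENSMUSG00000020917), was at 109 ± 91.9 CPM (SD, n = 4 mice) in WT and 856 ± 511 CPM (SD, n = 3) in Taz-KO, a log2 fold change of 2.91 (standard error 0.58, adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Fasn, Elovl6 and Insig1 were 2.43, 2.32 and 1.44, with adjusted p of 0.163, 0.163 and 0.370 from the same edgeR test. The WT and Taz-KO mice did not overlap in Acly, Fasn and Elovl6, and they did in Insig1. With DESeq2, Acly, Fasn and Elovl6 passed an adjusted p of 0.05, which they did not with edgeR in the main fit. With edgeR and no filter on low counts, Acly, Fasn, Elovl6 and Insig1 had adjusted p of 4.31e-11, 2.83e-10, 2.98e-09 and 0.00138. In the main fit even the unadjusted p of Acly was 3.02e-04 by edgeR. The fall thus lies in the fit with genes of few counts and not in the adjustment. Its cause was not tested, so these values are weak evidence. With each mouse left out in turn, Acly had log2 fold changes from 2.31 (without Taz-KO replicate 5300, adjusted p = 0.605 from edgeR) to 3.76 (without WT replicate 4686, adjusted p = 0.0447). The 5 genes that Table S3 lists under fatty acid metabolic process had a median log2 fold change of 2.32 (adjusted p = 0.0498 from edgeR's fry), and the 3 under acetyl-CoA metabolic process 2.43 (adjusted p = 0.0619 from edgeR's fry). Among 19 tested genes of fatty acid synthesis listed in advance, 18 were higher in Taz-KO, with a median of 1.16 (adjusted p = 0.0619 from edgeR's fry). Adjusted over the list alone, 13 of these 19 genes passed a p of 0.05, and 0 did over all genes tested in adipocytes.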

Over-represented terms for upregulated genes in the adipocytes largely involved lipid metabolic processes, such as acetyl-CoA and fatty acid synthesis, and were driven by the genes *Acly*, *Fasn*, *Insig1* and *Elovl6*. Interestingly, fatty acid metabolism and specifically fatty acid beta-oxidation mapping genes such as *Hadhb*, *Hadha*, *Acaa2*, *Acacb* and *Acadm* were downregulated in cardiomyocytes. 

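In cardiomyocytes Acaa2 (ENSMUSG00000036880) was at 212 ± 52.7 CPM (SD, n = 4 mice) in WT and 60.2 ± 22.6 CPM (SD, n = 4) in Taz-KO, a log2 fold change of -1.81 (standard error 0.30, adjusted p = 0.00246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hadha fell by 1.08 and Acadm by 1.14 on the log2 scale (adjusted p = 0.0119 and 0.00537 from edgeR), with WT and Taz-KO mice that did not overlap. Hadhb fell by 1.00 and Acacb by 0.86 on the log2 scale (adjusted p = 0.0258 and 0.0331 from edgeR), and each lost its adjusted p below 0.05 in 5 of the 8 fits that left out a mouse. Of 23 genes of fatty acid oxidation listed in advance, 22 were lower in Taz-KO cardiomyocytes, with a median log2 fold change of -0.94 (adjusted p = 0.0388 from edgeR's fry). Adjusted over the list alone, 17 of the 23 passed a p of 0.05, and 15 did over all genes tested. Fry with each mouse left out in turn gave an adjusted p between 0.0179 and 0.116 for this list, above 0.05 in 7 of the 8 fits, and camera with an estimated correlation gave 0.393.

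**Figure D2:**
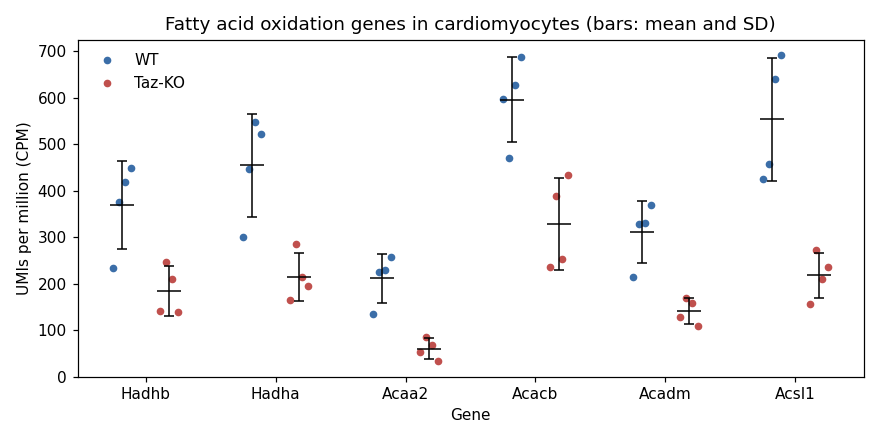
CPM (vertical axis) of fatty acid oxidation genes in the cardiomyocytes of each WT and Taz-KO mouse, by gene (horizontal axis). Points are mice, bars are the mean and SD; the mean of Acaa2 is 212 in WT and 60.2 in Taz-KO.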

Downregulated genes in adipocytes mapped only to one term—regulation of cell morphogenesis involved in differentiation—which was again conversely upregulated in the cardiomyocytes. 

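The 10 genes that Table S3 lists under this term for cardiomyocytes were all higher in Taz-KO cardiomyocytes, with a median log2 fold change of 1.13 (adjusted p = 0.00830 from edgeR's fry). Map1b had the largest change among them (log2 fold change 2.53, standard error 0.21, adjusted p = 2.34e-05 from edgeR's quasi-likelihood test). Of the 3 genes listed for adipocytes, Tnik (log2 fold change -1.28) and Kif13b (-0.67) were lower and Mgll (0.17) was higher, and the set had an adjusted p of 0.0498 from edgeR's fry. That set lost its adjusted p below 0.05 in 9 of 15 alternatives.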

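The 7 aminoacyl-tRNA synthetase genes of Table S3 had a median log2 fold change of 2.01 in Taz-KO cardiomyocytes (adjusted p = 1.70e-04 from edgeR's fry), from 1.84 in Sars to 2.48 in Gars (adjusted p = 1.72e-05 for both from edgeR's quasi-likelihood test). Among 19 tested cytosolic synthetase genes listed in advance, 18 were higher, with a median of 1.01 (adjusted p = 2.92e-04 from edgeR's fry). The 17 mitochondrial synthetase genes had a median of 0.01, with 9 higher and 8 lower (adjusted p = 0.748 from edgeR's fry). Of the list of cytosolic genes, 14 passed a p of 0.05 adjusted over the list alone and 12 did over all genes tested.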

Other terms mapping to the upregulated genes in cardiomyocytes included tRNA aminoacylation and were driven by the upregulation of aminoacyl-tRNA synthetase genes. Downregulated genes in the cardiomyocytes also mapped to the circulatory system and muscle-contraction-related terms. 

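The 16 genes of Table S3 under heart contraction were all lower in Taz-KO cardiomyocytes, with a median log2 fold change of -1.23 (adjusted p = 6.36e-05 from edgeR's fry). Crhr2 changed most, with a log2 fold change of -2.76 (standard error 0.26, adjusted p = 5.18e-05 from edgeR's quasi-likelihood test). Myl2 fell by 1.04 on the log2 scale (adjusted p = 0.0423 from edgeR), and Tnni3, at -0.97, had an adjusted p of 0.109. The set kept its direction and an adjusted p of at most 0.0113 in each of the 17 alternatives without a block. Its genes were chosen as lower in these same mice, so these values are not independent evidence.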

Upregulated DEGs in the endothelial and fibroblast cell types mapped to the greatest number of Gene Ontology terms among the various cell types. As with the cardiomyocytes, upregulated terms for the fibroblasts and endothelial cells included those related to protein translation such as ribosome biogenesis. 

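The 36 genes of Table S3 under ribosome biogenesis were all higher in Taz-KO fibroblasts, with a median log2 fold change of 0.37, and the 16 listed for endothelial cells were all higher, with a median of 0.45. By edgeR's fry, which allows for the correlation of such genes between mice, the adjusted p was 0.788 in fibroblasts and 0.769 in endothelial cells. Camera with a preset correlation of 0.01 gave 0.0749 and 0.115, and camera with an estimated correlation 0.855 and 0.811. Genes of cytosolic ribosomal proteins took 1.45% ± 0.696 (SD, n = 4 mice) of the UMIs of WT fibroblasts and 2.04% ± 1.15 (SD, n = 4) of those of Taz-KO fibroblasts (exact two-sided permutation test, p = 0.429). In endothelial cells these shares were 1.76% ± 0.756 and 2.54% ± 1.45 (exact permutation test, p = 0.343). With each mouse left out in turn, the median in fibroblasts went from 0.06 (without WT replicate 5356) to 0.69 (without Taz-KO replicate 5301), so single mice decide its size.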

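In Taz-KO endothelial cells the 5 genes of Table S3 under regulation of vasculature development, Cd36, Ptprm, Sema6a, Egr1 and Nrp1, were all lower, with log2 fold changes from -0.76 in Egr1 to -0.24 in Ptprm and a median of -0.36 (adjusted p = 0.517 from edgeR's fry). In Taz-KO fibroblasts the 8 genes under Wnt signaling pathway were all lower, with a median of -0.35 (adjusted p = 0.626 from edgeR's fry). Arntl, a clock gene among the latter, had a log2 fold change of -1.72 with a standard error of 0.96. Both sets passed an adjusted p of 0.05 only under camera with a preset correlation of 0.01, at 0.0295 and 0.0173.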

Regulation of vasculature development and Wnt signaling processes were downregulated in the endothelial cells and fibroblasts, respectively. 

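The 6 genes of Table S3 under extracellular matrix organization, led by Mfap4, were higher in Taz-KO macrophages, with a median log2 fold change of 0.39 (adjusted p = 0.888 from edgeR's fry), which turned to -0.12 without Taz-KO replicate 4685. In pericytes Hsp90ab1 was at 466 ± 204 CPM (SD, n = 4 mice) in WT and 502 ± 255 CPM (SD, n = 4) in Taz-KO, a log2 fold change of 0.10 (standard error 0.49, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its direction changed in 3 of the fits that left out a mouse. Hspa8 was at 342 ± 181 CPM in WT and 475 ± 283 CPM in Taz-KO, with a log2 fold change of 0.46 (standard error 0.60). Both differences were within the spread between mice.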

The upregulated gene set for macrophages mapped to extracellular matrix organization terms, and in pericytes, the upregulated genes mapped to the regulation of cell killing and protein folding, with both terms being driven by heat shock family proteins such as *Hsp90ab1* and *Hspa8*. Zero terms mapped to the downregulated gene set in pericytes. Protein folding terms were common to the upregulated gene sets of fibroblasts, macrophages, and endothelial cells in addition to pericytes (Figure 2). 

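The genes that Table S3 lists under protein folding had median log2 fold changes of 0.46 in fibroblasts (13 genes), 0.58 in endothelial cells (7 genes), 0.74 in macrophages (4 genes) and 0.46 in pericytes (3 genes). Their adjusted p from edgeR's fry were 0.788, 0.748, 0.748 and 0.766. With each mouse left out in turn, the medians ranged from 0.058 to 0.75, 0.27 to 0.91, 0.22 to 1.05 and 0.12 to 0.78 in the same order. After subtraction of the ambient share estimated from mitochondrial UMIs, an alternative chosen after the data were seen, the median in endothelial cells was -1.44.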

The full list of GO terms over-represented by gene sets that are upregulated and downregulated for each cell type are listed in Supplemental Table S3. 

### 2.3. Tafazzin Deficiency Is Associated with Alterations in General and Cell-Specific Ligand–Receptor Pair Gene Expression

To determine how Tafazzin deficiency affects potential communication between the major cell types, we performed a ligand–receptor (L-R) pair gene expression analysis comparing the two genotypes, as described in Materials and Methods [33]. 

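The rows of Table S4 at hand covered 1272 pairs in 11 combinations of cell types, all those with a fibroblast ligand and part of those with a cardiomyocyte ligand, so the total of the paper was not re-derived. For each mouse and pair, the product of log2(CPM + 1) of the ligand in its cell type and of the receptor in its own was computed. It was lower in Taz-KO for 754 pairs and higher for 518. At an exact two-sided permutation p below 0.05, 298 pairs were lower and 360 higher. After Benjamini-Hochberg adjustment over the 1272 pairs, 0 passed 0.05 by this test and the lowest adjusted p was 0.0552. With mice that had at least 10 nuclei of both cell types, 737 pairs passed, with a lowest adjusted p of 0.0493, so this count turns on a narrow margin. Adjusted within each combination of cell types, the choice made first and replaced after its values were seen, 552 pairs passed. Pairs share genes and are not independent of each other. Those of Table S4 were chosen as changed in these same mice. Their directions, and the shares of reassigned genotypes given below, are thus not independent evidence.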

Through this analysis, 9011 dysregulated pairs were identified, with 7237 pairs downregulated and 1774 pairs upregulated in the Taz-KO condition. A tabular listing of the numbers of dysregulated ligands and receptors for each cell type is shown in Table 2. A graphical representation of these significantly dysregulated L-R interactions, separated by upregulation or downregulation in the Taz-KO cells, are shown in Figure 3.

Notably, adipocytes were associated with the largest number of dysregulated ligand–receptor interactions, and all significant pairs involving this cell type—as either the broadcasting or receiving cell type—were downregulated, suggesting a major disruption of cell–cell signaling involving adipocytes occurs among Tafazzin-deficient cells. 

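Of the 355 pairs between fibroblast ligands and adipocyte receptors, 318 were lower in Taz-KO (89.6%) and 37 higher. At an exact permutation p below 0.05 over 4 WT and 4 Taz-KO mice, 25 were lower and 0 higher. These include Taz-KO replicate 4685, with 8 adipocyte nuclei; with mice of at least 10 nuclei of both cell types (4 WT and 3 Taz-KO), 342 were lower, 111 of them and 0 higher at this p, and with each other mouse left out in turn 6 to 28 were lower at this p. When the genotypes were reassigned over the mice in each of the 70 possible ways, 5 assignments gave as many lower pairs, a share of 0.0714. The paper chose these pairs as lower in the same mice, so this share does not test their direction independently. Receptors of the lower pairs had a median of 21 UMIs per mouse in WT adipocytes and 8 in Taz-KO adipocytes. Pairs with a ligand from adipocytes were not analysed here. From the direction of the pairs of adipocytes, the paper proposes a major disruption of signaling that involves this cell type.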

Cardiomyocytes expressed the second largest number of dysregulated L-R pairs. 

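For cardiomyocytes, 126 of 283 pairs with a fibroblast ligand were lower in Taz-KO and 157 higher, and 106 and 148 of them had an exact permutation p below 0.05 (4 WT and 4 Taz-KO mice). Among pairs with both genes in cardiomyocytes, 72 of 165 were lower and 93 higher, and 161 changed in the direction that Table S4 lists.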

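For the other receiving cell types, pairs with a fibroblast ligand were lower in Taz-KO for 36 of 48 in lymphatic endothelial cells, 23 of 33 in macrophages, 18 of 29 in mesothelial cells, 16 of 24 in pericytes and 37 of 38 in smooth muscle cells. In fibroblasts 9 of 48 were lower, but 25 without WT replicate 5355 and 8 to 11 without each other mouse, and in endothelial cells 20 of 48. The share of assignments of the mice with as many lower pairs was lowest in smooth muscle cells, at 0.0571 of 35 assignments, and highest in fibroblasts, at 0.871 of 70. With summed counts thinned to equal UMIs, an alternative chosen after the data were seen, 21 of 48 pairs were lower in lymphatic endothelial cells and 15 of 33 in macrophages, where the subtraction by mitochondrial UMIs, also chosen later, gave 13 of 33. Of all pairs with a fibroblast ligand, 603 were lower and 303 higher, and 495 and 407 after this thinning.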

For the remaining cell types with significantly dysregulated communication, this pattern of more downregulated than upregulated L-R pairs held, and there were no significant interactions involving B-lymphocytes, T-lymphocytes or dendritic cells. 

Given that the major shares of dysregulated communication involve the adipocyte and cardiomyocyte cell types (Figure 4A), we performed another Gene Ontology over-representation analysis on the dysregulated ligands and receptors for each of the communicating cell type pairs that included adipocytes or cardiomyocytes (Figure 4). For adipocyte signaling, there was a broad downregulation of kinase activity and peptidyl-tyrosine phosphorylation with CM, EC, FB, LEC, MAC, MES and PC cells. Phospholipase C activation signaling was downregulated in adipocyte communication with other adipocytes and PI3K communication was downregulated between adipocytes and smooth muscle cells (Figure 4B). Interestingly, for cardiomyocyte signaling, the GO analysis revealed both a broad upregulation and downregulation of peptidyl-serine and peptidyl-threonine phosphorylation. This concordance among terms represented by opposing upregulated and downregulated signaling L-R pairs may be attributable to the broader nature of these biological process terms. For example, when looking at the specific up- and downregulated gene sets that contributed to the GO term “Peptidyl-Serine Phosphorylation”, there was only a 34% overlap in the contributing gene lists (Figure 4C,D). Other cell-pair-specific ontology terms associated with cardiomyocyte signaling included upregulation of cell growth driven by signaling between CMs and FBs, upregulation of muscle cell proliferation driven by CM and MAC signaling as well as downregulation of ossification driven by communication between cardiomyocytes and LECs, PCs and other CMs (Figure 4C). A table of all significantly dysregulated L-R pairs can be found in Supplemental Table S4.

## 3. Discussion

Barth Syndrome has long been known to result from mitochondrial dysfunction due to abnormal Tafazzin-dependent cardiolipin remodeling in the inner mitochondrial membrane that alters the efficiency of mitochondrial respiration (reviewed in [1,2,3]). Clinically, the disease manifests primarily in the heart, skeletal muscle and blood through the development of cardiomyopathy, skeletal myopathy and cyclic neutropenia. Since mitochondria are present in all cells, the underlying susceptibility of specific cell types to dysfunction associated with Tafazzin deficiency has not been established—although the effects on striated muscle have been assumed to occur from the high energy requirements and increased mitochondrial numbers associated with these tissues. Here we report the first single-nucleus transcriptomic analysis of hearts from *Tafazzin*-knockout mice that model Barth Syndrome [22,34]. 

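Of the genes called in both directions outside cardiomyocytes at an adjusted p below 0.05 by edgeR and an absolute log2 fold change above 0.58, fibroblasts had 53 higher and 16 lower in Taz-KO, endothelial cells 53 and 16, macrophages 26 and 11, and pericytes 12 and 3. In cardiomyocytes, 48 of these 53 genes of fibroblasts and 51 of the 53 of endothelial cells were called higher too. The lowest-UMI barcodes of each library, a share of 0.1 of them, stood in for ambient RNA, although in 6 of 8 libraries each of them had at least 2165 UMIs and so passes the filter on nuclei. There, 42 of the 53 genes of fibroblasts were tested, 42 were higher in Taz-KO and 35 were called. From such changes, which it did not anticipate, the paper states that Tafazzin loss is associated with changes in cells other than cardiomyocytes as well.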

As expected, Tafazzin loss of function is associated with widespread changes in cardiomyocyte gene expression, but other observed changes in adipocytes, fibroblasts, endothelial cells, macrophages and pericytes were not anticipated. The lack of expression differences among the other immune cell types may indicate these cells are less involved in the early-stage phenotype of this mouse model of BTHS. 

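In B-lymphocytes Tenm4 (13.8 ± 4.85 CPM in 4 WT mice and 267 ± 37.4 CPM in 3 Taz-KO mice, SD) and Gdf15 (1.18 ± 2.36 and 152 ± 82.6 CPM) were higher in Taz-KO, with adjusted p of 3.48e-05 and 6.73e-04 from edgeR's quasi-likelihood test. Both are also changed in the lowest-UMI barcodes, where Tenm4 had a log2 fold change of 4.95 and Gdf15 of 6.35. T-lymphocytes had 2 to 116 nuclei per mouse, and dendritic cells were not analysed here.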

Analysis of predicted cell–cell communication networks through modeling ligand–receptor pair gene expression was notable for a marked downregulation of cell–cell interactions across all cell types in the Taz-KO condition. Given the sensitivity of this cell–cell communication analysis to differences in the product of a ligand and receptor’s expression across many cell type pairs, the contrast in the number of identified dysregulated L-R pairs compared to the number of identified DEGs per individual cell type may be expected. The predicted loss of cell–cell communication has also been noted in other conditions such as hypertrophic cardiomyopathy [17,19,20]. 

In a healthy heart, fatty acid metabolism serves as the primary pathway through which ATP levels, and therefore the heart’s contractile ability, is sustained; alterations in energy metabolism, and specifically fatty acid metabolism, have been observed in association with heart failure [35]. Prior studies have shown that in young BTHS patients myocardial fatty acid extraction and uptake is significantly reduced [36]. 

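To compare the cell types, the mean log2 CPM of the listed genes of fatty acid synthesis was computed per mouse in both cell types over the 4 WT and 3 Taz-KO mice with enough adipocytes. It was 6.32 ± 0.71 in WT and 7.69 ± 0.37 in Taz-KO adipocytes (SD), and 4.24 ± 0.21 and 4.02 ± 0.49 in cardiomyocytes. The change in adipocytes exceeded that in cardiomyocytes by 1.59 on the log2 scale (exact two-sided permutation test over the mice, p = 0.0571). The list had a median log2 fold change of -0.24 in cardiomyocytes, with an adjusted p of 0.159 from edgeR's fry.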

Here we report that in a mouse model of BTHS, alterations in fatty acid metabolism in the heart are cell type specific. Genes associated with fatty acid synthesis, such as those encoding the acetyl-CoA synthesis enzyme *Acly*, the fatty acid synthase *Fasn* and the fatty acid elongase *Elovl6*, have increased expression in Taz-KO adipocytes, while those associated with fatty acid beta oxidation enzymes such as *Hadhb*, *Hadha*, *Acaa2*, *Acacb* and *Acadm* are downregulated specifically in KO cardiomyocytes. Proteomic studies of cardiac mitochondria isolated from WT and Taz-shRNA-knockdown mice have implicated dysregulation of CoA-dependent fatty acid metabolism in BTHS through the downregulation of multiple enzymes involved in fatty acid oxidation [37]. 

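Acsl1 (ENSMUSG00000018796, chromosome 8 of GRCm38 from 46471037 to 46536051) was at 553 ± 132 CPM (SD, n = 4 mice) in WT cardiomyocytes and 219 ± 48.4 CPM (SD, n = 4) in Taz-KO cardiomyocytes. The log2 fold change was -1.34 (standard error 0.24, adjusted p = 0.00342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.45 and -1.19 with each mouse left out in turn. Acadm went from 311 ± 66.6 to 141.0 ± 27.3 CPM.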

We observed some concordance with this study in downregulation of CoA metabolism genes such as the medium-chain acyl-CoA dehydrogenase *Acadm* and the long-chain acyl-CoA synthetase *Acsl1* in our Taz-KO cardiomyocytes [37]. These findings may also be relevant to the reduced adiposity seen in this mouse model [22]. The significance of the observed increase across many of the other cell types in expression of genes relating to protein translation and folding is unclear but may be related to a mitochondrial and protein homeostatic stress response in the Tafazzin-deficient cells [38,39,40,41]. 

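Genes of heat shock proteins and chaperonins listed in advance, 20 in number, were all higher in Taz-KO in fibroblasts (median log2 fold change 0.29), endothelial cells (0.43) and macrophages (0.44), with adjusted p of 0.753, 0.728 and 0.720 from edgeR's fry. With each mouse left out in turn, these medians ranged from 0.055 to 0.51, 0.16 to 0.64 and 0.16 to 0.62, highest without Taz-KO replicate 5301. In pericytes 16 of 18 tested were higher, with a median of 0.31. Mitochondrial chaperones and proteases had a median of 0.42 in cardiomyocytes (adjusted p = 0.0129 from edgeR's fry), with 9 of 12 genes higher; the median ranged from 0.27 to 0.48 with a mouse left out, and the adjusted p rose above 0.05 in 4 of 17 alternatives without a block, without Taz-KO replicates 4685, 4910 or 5300 and by camera with an estimated correlation. From the changes in translation and folding genes, the paper proposes a link to a mitochondrial and protein homeostatic stress response.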

The common over-representation of post-translational modification and kinase activity Gene Ontology terms associated with dysregulated ligand–receptor pairs suggest phosphoproteomic studies of this BTHS model may also provide further insight to the biological pathways that are disrupted because of Tafazzin deficiency. 

While single-nuclei transcriptomics is a powerful tool to detect cell-specific differences in expression, the transcriptomes captured from these mice do not provide information on how diverse cell types may be interacting spatially within the context of this disease. This limitation emphasizes the need for further in vitro experiments to validate these results—especially the inferred dysregulation of cell-to-cell communication where the proximity of two cells influences their ligand–receptor interactions. Another potential limitation of this study includes the low sample size of mice. Another limitation of the study is that the age of mice used predates the expected relatively late onset of cardiac impairment in these mice [22,34] and thus the data in this study may not capture some essential pathological cardiac pathways that promote cardiomyopathy at later ages.

## 4. Materials and Methods

### 4.1. Generation of Single-Nuclei RNA-Seq Datasets from Tafazzin Knockout Mouse Hearts

Whole hearts from four male WT and four male Taz-KO mice were minced, cryopreserved and then processed for snRNA-seq library generation and next-generation sequencing as described previously [17,18,19,20] using commercially available reagents (10× Genomics). The Tafazzin-knockout mouse used in this study has been described previously [22,34]. All libraries were generated with tissue from 9-week-old mice. Approximately 10,000 nuclei from each mouse heart were used to generate each mouse heart library. 

### 4.2. Clustering of Cells by Gene Expression Pattern, Assignment of Cell Type Identity, and Determination of Cell Type Distribution

Sequencing reads, including intronic, were processed using Cell Ranger version 6.0.1 using the mm10-2020-A reference transcriptome [23]. Quality control measures were performed to correct for ambient RNA contamination (SoupX version 1.6.2) [24] and reduce doublets (DoubletFinder version 2.0.3) [25], followed by gene and cell-level filtering. When correcting for ambient RNA contamination, empty droplets with 2–10 transcripts (UMIs) were used to estimate the background expression profile and 0.2 was added to the estimated contamination fraction. For gene-level quality control, genes detected in fewer than 10 cells and all genes mapping to the mitochondrial genome were removed. Additionally, cells with fewer than 800 transcripts (nCount_RNA) or fewer than 250 genes (nFeature_RNA) were removed. A total of 75,051 nuclei were used for downstream analyses. Normalization, selection of the top 2000 highly variable genes, scaling and linear dimension reduction (PCA) were performed on a merged dataset using the R package Seurat 4.3.0 [26,27,28,29]. To enable the identification of shared cell types across cells from different genotypes, Harmony version 0.1.0 was used to generate a common reduced dimensional embedding from the merged dataset [30], followed by running Seurat’s UMAP, Nearest Neighbor and clustering functions using the first 15 principal components from these data [26,27,28,29]. A clustering resolution of 0.9 was chosen using the subsampling-based approach ChooseR [42]. The expression of known cell-specific gene markers was used to identify major cell types, as has been done previously [14,16,17,18,19]. To further refine cell assignments, such as distinguishing specific myeloid or lymphoid cell populations, Seurat’s FindSubCluster function was utilized [26,27,28,29]. To determine whether the cell type distribution varied between WT and Taz-KO hearts, we calculated the Cell Type Diversity Statistic [31]. 

### 4.3. Differential Expression Analysis

Differentially expressed genes between WT and Taz-KO cells, for each cell type, were determined using MAST, a generalized linear model framework that uses the proportion of genes expressed in a single cell as a covariate to account for both technical and biological sources of variation [32]. The MAST framework was implemented through Seurat’s FindMarkers function, adjusting for individual mouse variation using the “latent.vars” argument [26,27,28,29]. Genes were considered differentially expressed if the absolute value of their log_2_fold-change was greater than 0.58 (adjusted *p*-value < 0.001). A biological process Gene Ontology analysis was conducted for each set of upregulated and downregualted DEGs, for each cell type, using the compareCluster function of clusterProfiler version 3.18.1 [43]. All genes that passed gene-level quality control filtering were used for the background set (“universe” argument). 

### 4.4. Cell–Cell Communication Analysis

To identify potential cardiac cell–cell communication differences between WT and Taz-KO mouse hearts, we used scLR, a statistical method for examining dysregulated L-R interactions, between two conditions, that models the distribution of ligand and receptor expression and accounts for intersample variance and small sample size [33]. The curated set of L-R pairs used for comparison was obtained from the Omnipath database [44]. Cell communication networks were plotted using igraph version 1.3.5 [45]. Lines in our cell networks connect two cell types (circles) and represent statistically significant dysregulated ligand–receptor pairs (i.e., cell–cell communication between a broadcasting (ligand) and recipient (receptor) cell types). Line color in our networks represents the broadcasting ligand source cell type. Line thickness is proportional to the number of dysregulated ligand–receptor pairs associated between two communicating cell types. The Gene Ontology analysis of differentially expressed ligand–receptor pairs involving adipocytes or cardiomyocytes was performed using the enrichGO function of clusterProfiler [43]. 

## 5. Conclusions

Barth Syndrome cardiomyopathy has been associated with profound alterations in mitochondrial and contractile function, but determination of cellular mechanisms that mediate the effects of Tafazzin deficiency beyond mitochondrial dysfunction and the contribution of nonmyocytes to the cardiomyopathic phenotype have not been fully elucidated. Here, we report that Tafazzin loss of function in a mouse model of Barth Syndrome results in distinct alterations in cardiomyocyte gene expression, and we also identify adipocyte dysfunction as a potential contributor to Barth Syndrome cardiomyopathy, potentially through dysregulated fatty acid metabolism. 

## Figures and Tables

**Figure 1:**
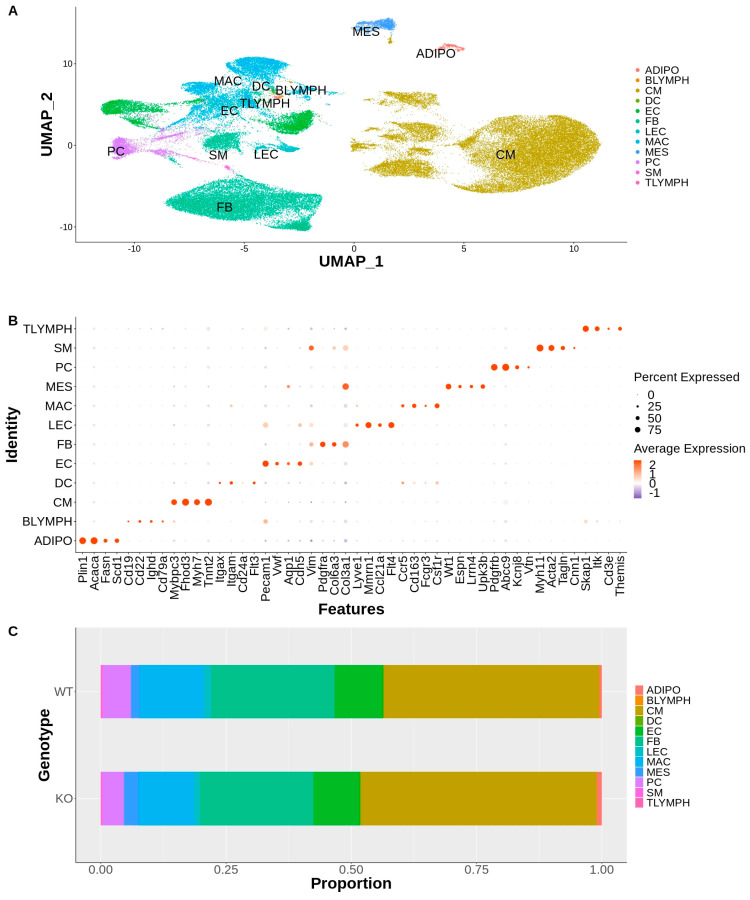
Single-nucleus RNA sequencing of wild-type and *Tafazzin*-knockout hearts reveals diverse cell types but no genotype-specific cell population or differences in distribution of major cell types: (**A**) UMAP plot of major cell types of the heart identified in the dataset. Each dot represents a single nucleus colored by its cell type identity. (**B**) Dot plot showing expression of known cell markers for identified cell types. (**C**) Distribution of cell types for each genotype.

**Figure 2:**
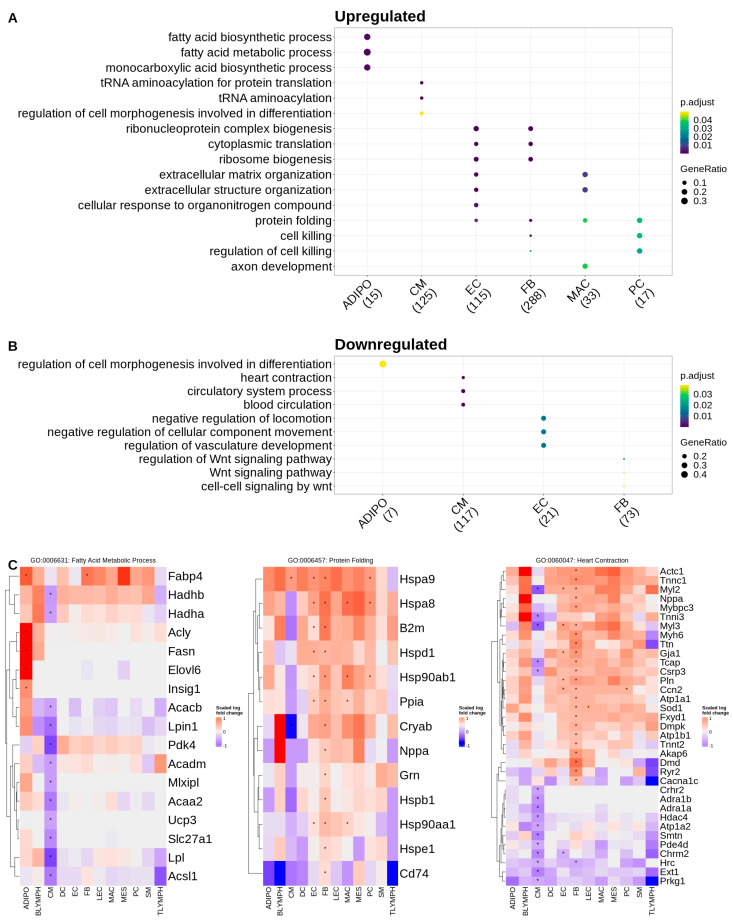
A Gene Ontology analysis of differentially expressed genes reveals cell-specific differences in multiple biological processes associated with Tafazzin deficiency: (**A**) Dot plot of over-represented biological process terms, by cell type, for genes upregulated in Taz-KO cells. Only the top three terms, by count for each cell type, are displayed. (**B**) Dot plot of over-represented biological process terms, by cell type, for genes downregulated in Taz-KO cells. Only the top three terms, by count for each cell type, are displayed. (**C**) Heatmaps showing scaled expression of genes associated with select over-represented ontology terms. Asterisks indicate differentially expressed genes with adjusted *p*-values < 0.001 and |average log2 fold change| > 0.58.

**Figure 3:**
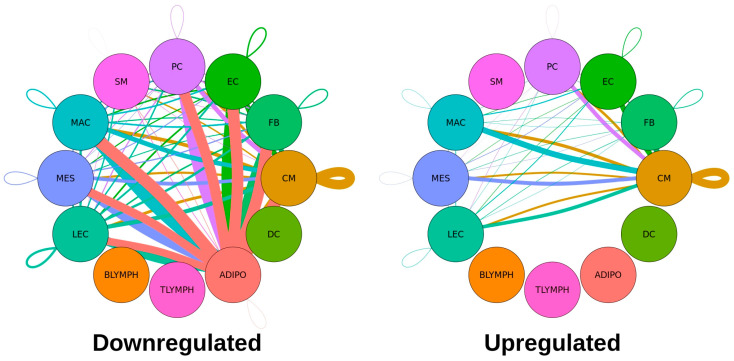
A ligand–receptor pair expression analysis reveals downregulation of many predicted cell–cell interactions in Taz-KO cells. The number of significantly dysregulated ligand–receptor interactions between two cell types are graphically represented by the thickness of lines connecting two circles (cell types) and the color of a line reflects the cell type from which the ligands are being broadcasted from. Dysregulated communication that is downregulated in the Taz-KO cells are shown on the (**left**) and dysregulated communication that is upregulated in the Taz-KO cells are shown on the (**right**).

**Figure 4:**
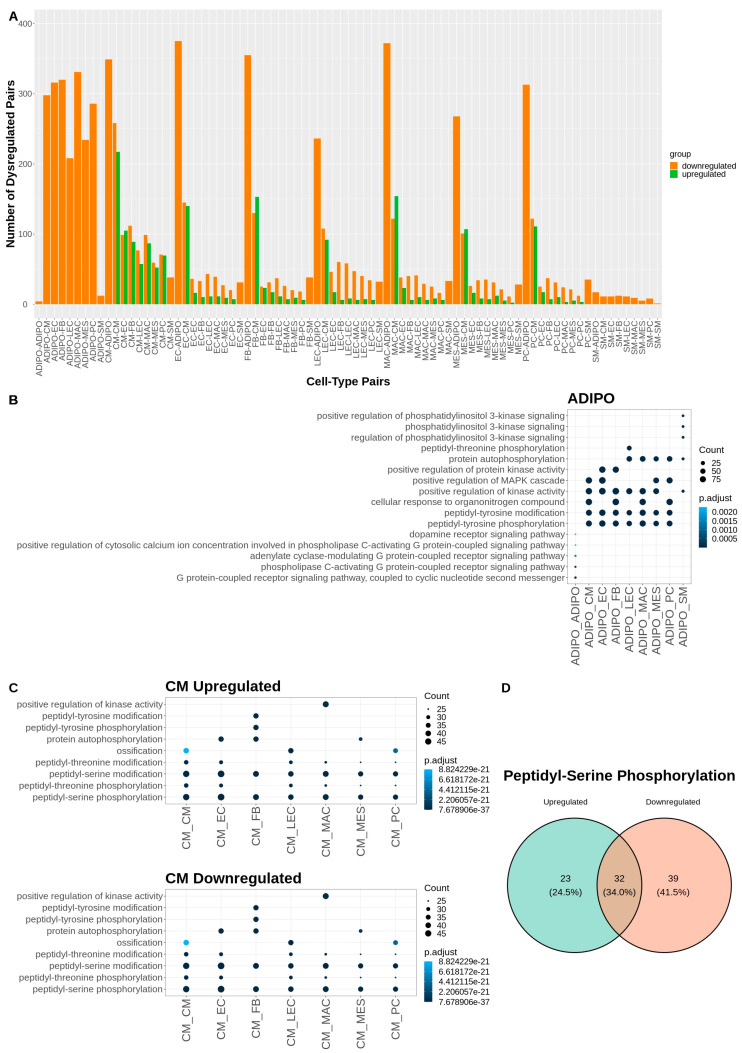
A biological process Gene Ontology analysis of dysregulated ligand–receptor pairs reveals differences in communication associated with Tafazzin deficiency: (**A**) Number of dysregulated pairs between two communicating cell types. (**B**) Dot plot of over-represented biological process terms, by cell type, for all genes contributing to dysregulated signaling involving adipocytes. Only the top three terms, by count for each cell type pair, are displayed. (**C**) Dot plot of over-represented biological process terms, by cell type, for all genes contributing to up or downregulated signaling involving cardiomyocytes. Only the top 3 terms, by count for each cell type pair, are displayed. (**D**) Venn diagram showing overlap of genes of dysregulated ligand–receptor pairs that contribute to the GO term “Peptidyl-Serine Phosphorylation” in up- and downregulated L-R pairs involving cardiomyocytes.

**Table 1:** Number of differentially expressed genes detected in each cell type.

Cell Type	Upregulated	Downregulated	Total
Adipocyte	16	8	24
B-Lymphocyte	0	0	0
Cardiomyocyte	154	141	295
Dendritic	0	0	0
Endothelial	121	21	142
Fibroblast	296	75	371
Lymphatic Endothelial	1	0	1
Macrophage	33	0	33
Mesothelial	1	0	1
Pericyte	17	5	22
Smooth Muscle	0	0	0
T-Lymphocyte	0	0	0

Number of significantly up- or downregulated genes in Taz-KO cells with adjusted *p*-values < 0.001 and |average log_2_fold-change| > 0.58.

**Table 2:** Number of significantly dysregulated ligands and receptors by cell type.

	Downregulated		Upregulated	
Cell Type	Ligands	Receptors	Ligands	Receptors
Adipocyte	2009	2289	0	0
B-Lymphocyte	0	0	0	0
Cardiomyocyte	1162	1295	676	974
Dendritic	0	0	0	0
Endothelial	749	622	204	217
Fibroblast	680	679	226	143
Lymphatic Endothelial	661	541	142	114
Macrophage	716	635	213	132
Mesothelial	555	452	157	95
Pericyte	620	476	156	99
Smooth Muscle	85	248	0	0
T-Lymphocyte	0	0	0	0
Total	7237	7237	1774	1774

## Data Availability

The datasets used in this study are available online via the Gene Expression Omnibus database under accession number GSE235047.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241411594/s1.

# Supplementary material for: Single Cell Transcriptomic Analysis in a Mouse Model of Barth Syndrome Reveals Cell-Specific Alterations in Gene Expression and Intercellular Communication
**Source:** Int J Mol Sci. 2023 Jul 18;24(14):11594. doi: 10.3390/ijms241411594
**Supplement:** Supplementary file 1

## Slide 1
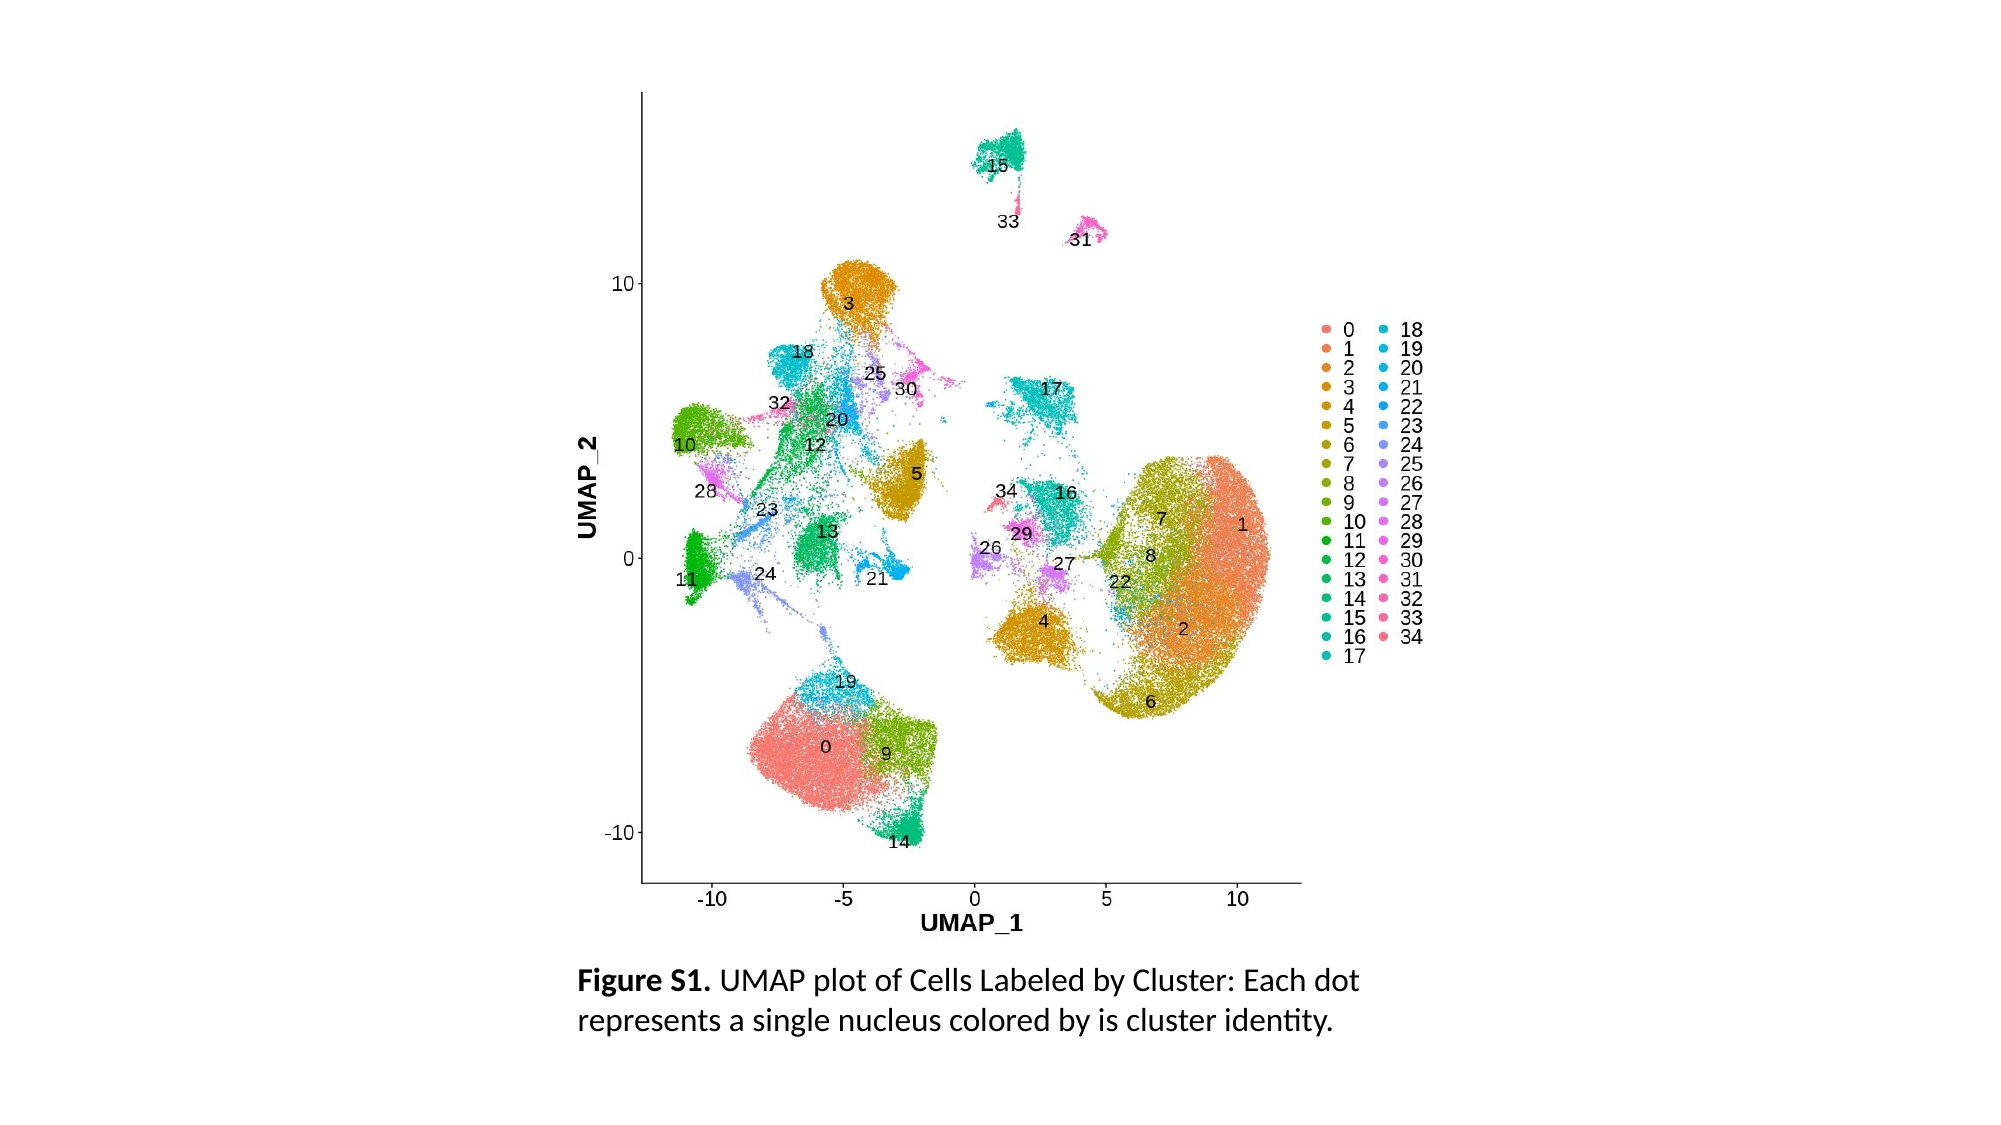

Figure S1. UMAP plot of Cells Labeled by Cluster: Each dot represents a single nucleus colored by is cluster identity.

## Slide 2
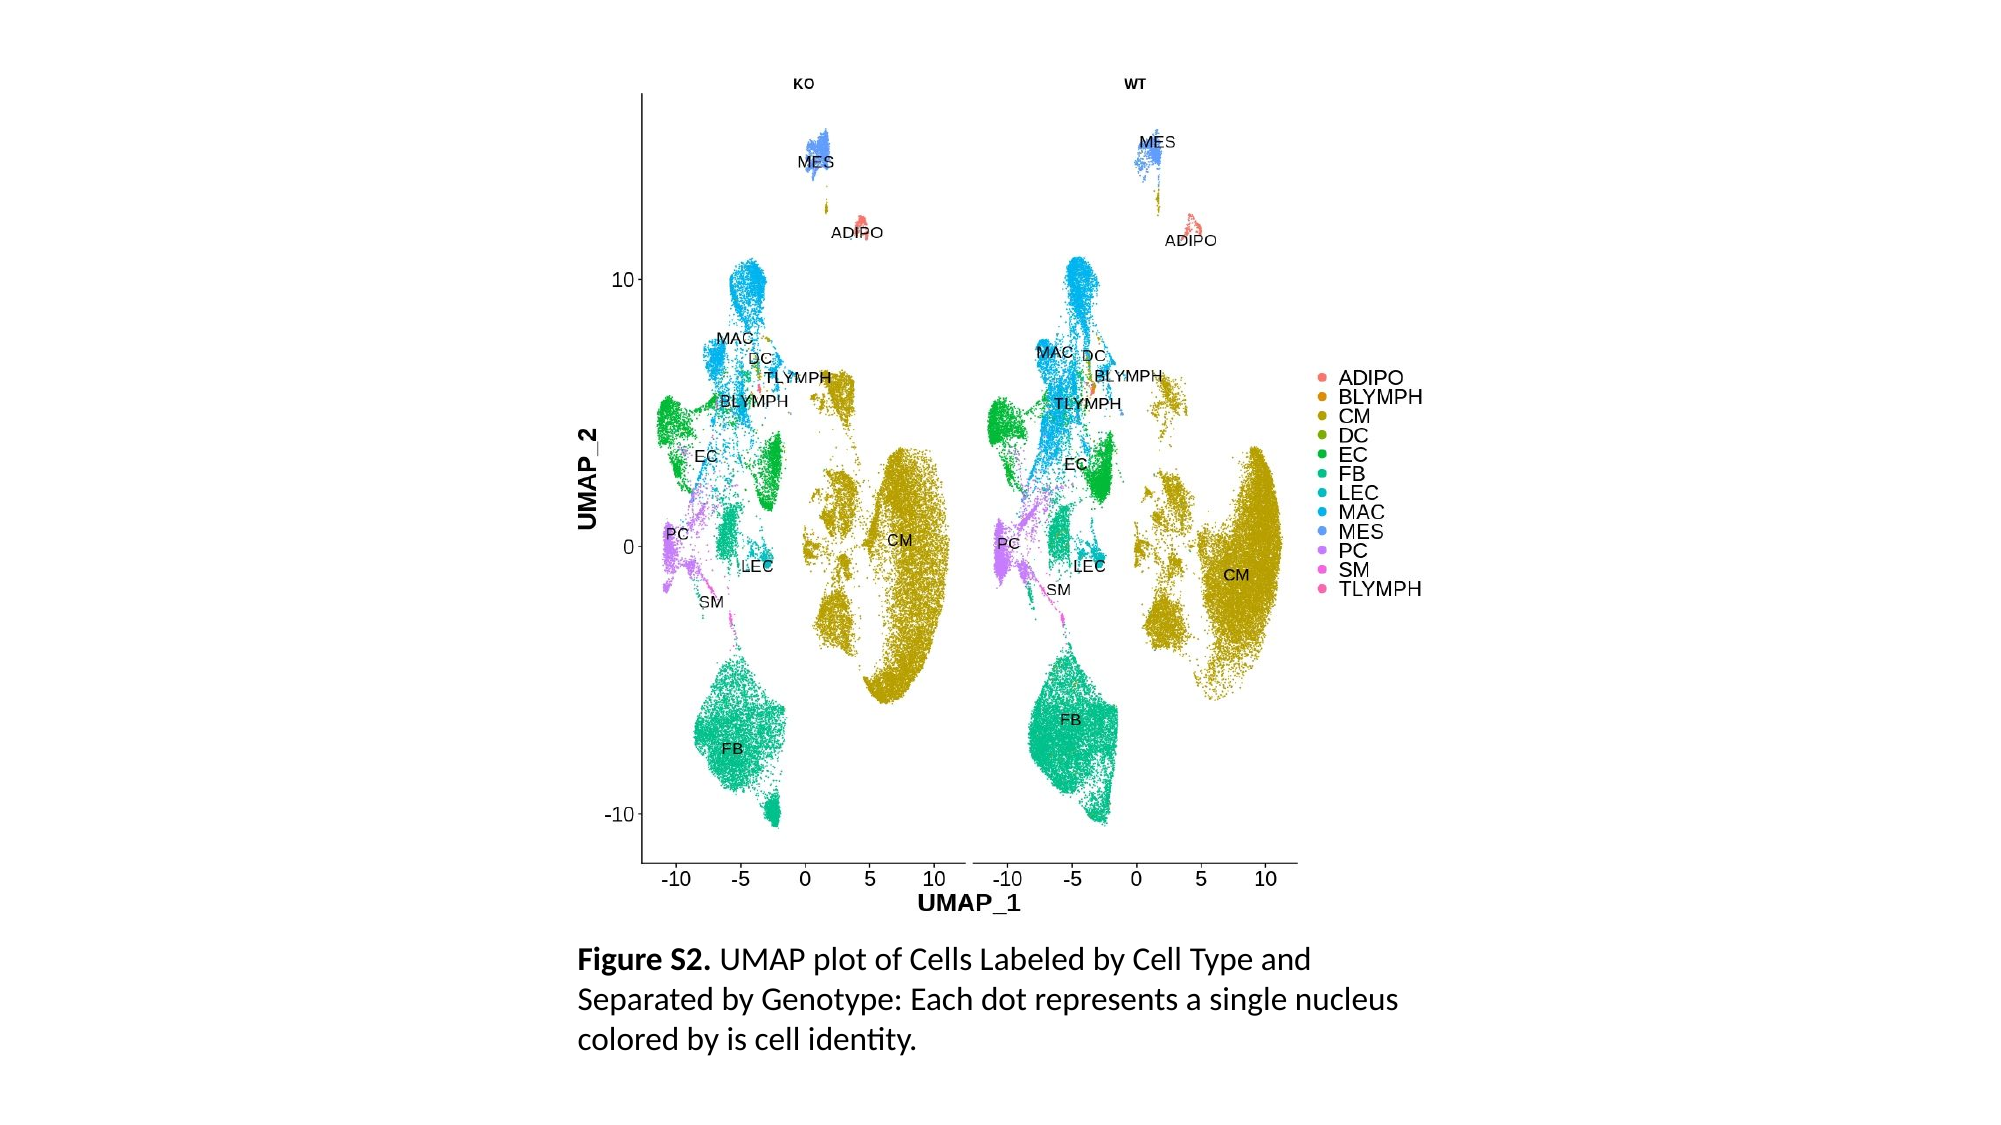

Figure S2. UMAP plot of Cells Labeled by Cell Type and Separated by Genotype: Each dot represents a single nucleus colored by is cell identity.

## Slide 3
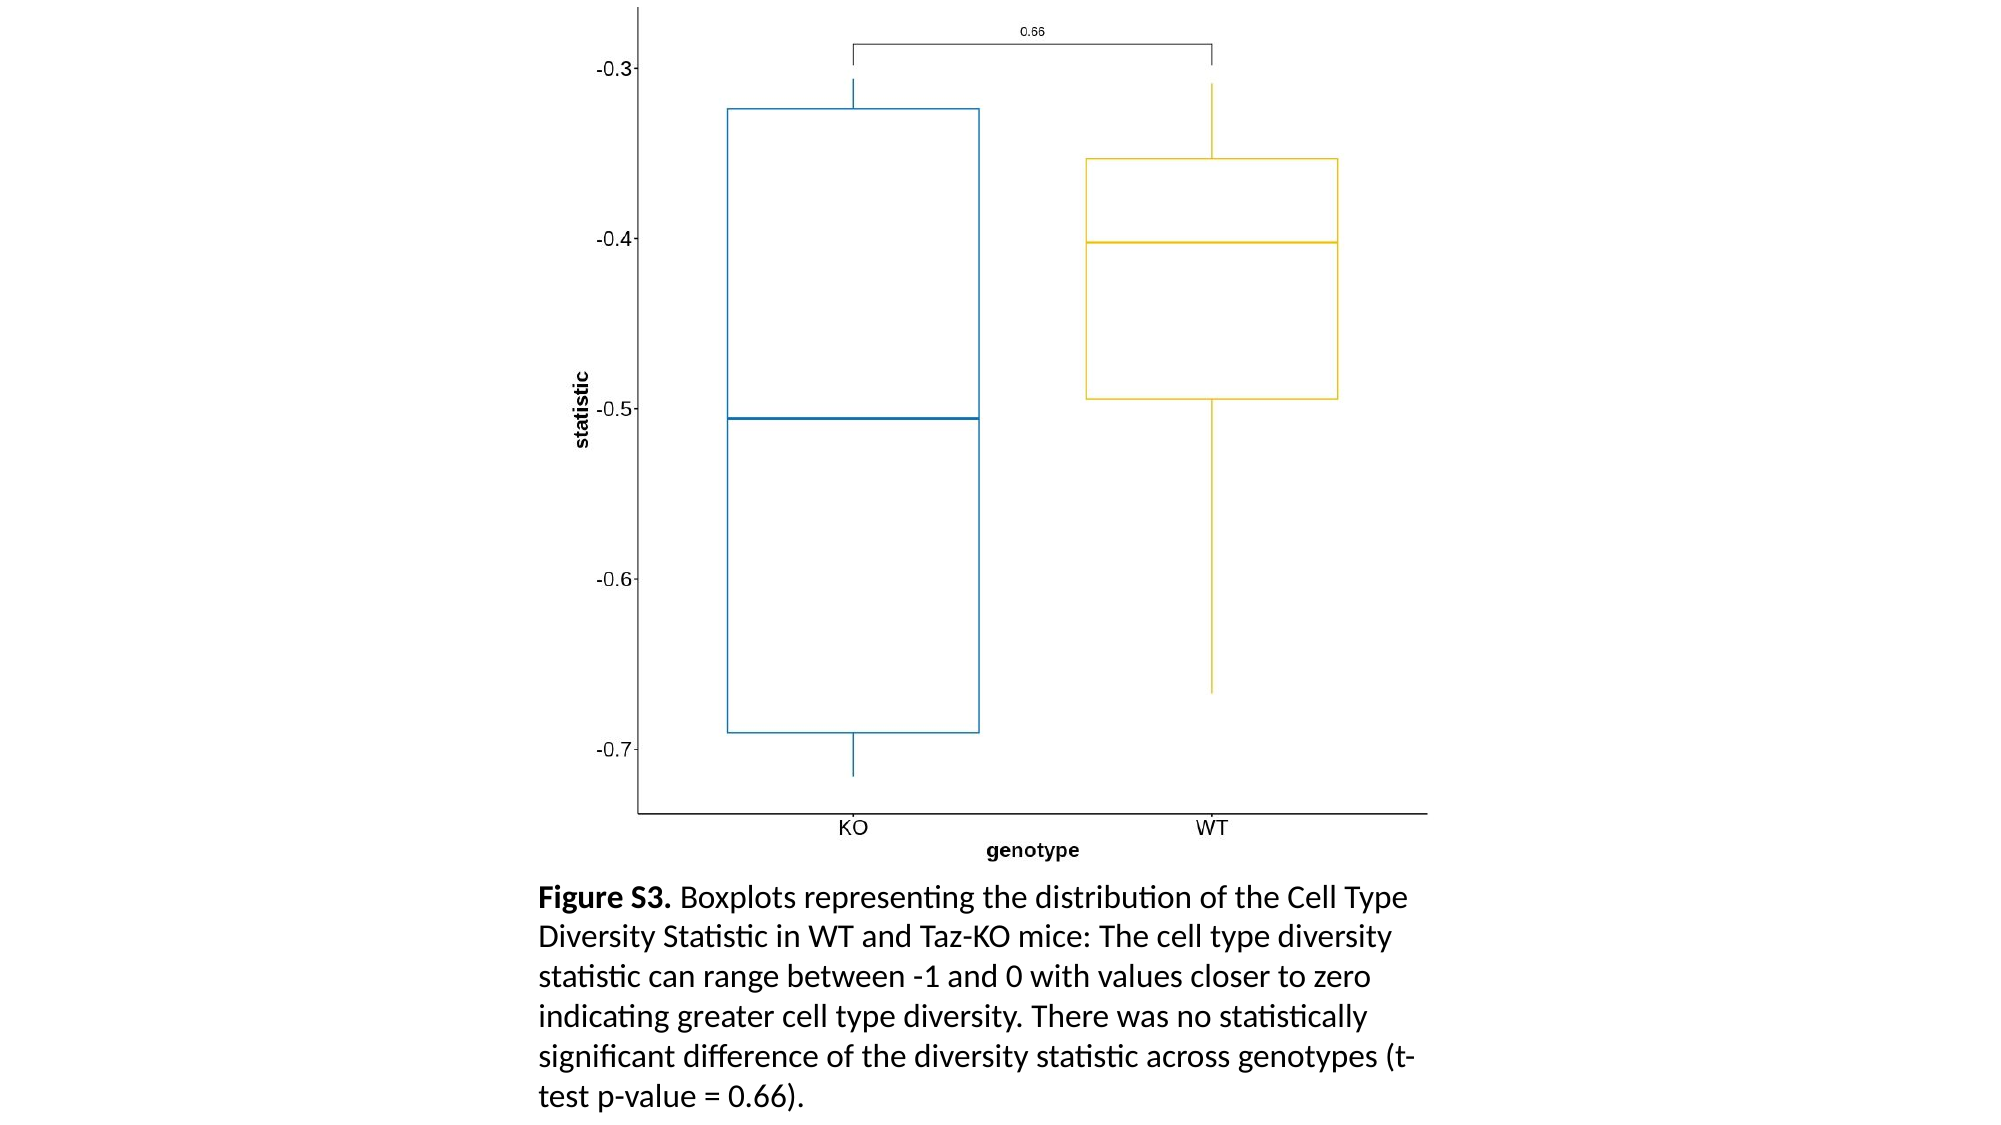

Figure S3. Boxplots representing the distribution of the Cell Type Diversity Statistic in WT and Taz-KO mice: The cell type diversity statistic can range between -1 and 0 with values closer to zero indicating greater cell type diversity. There was no statistically significant difference of the diversity statistic across genotypes (t-test p-value = 0.66).

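The statistic was computed per mouse as the Shannon entropy of the cell type shares over the logarithm of the number of cell types, minus 1, for 11 cell types. It was -0.348 ± 0.0453 (SD, n = 4 mice) in WT and -0.294 ± 0.0392 (SD, n = 4) in Taz-KO (exact two-sided permutation test, p = 0.143). Leaving out WT replicate 5356 gave the lowest p of the alternatives, 0.0571 by the same exact test.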

How the deposited data were processed for this re-analysis (not part of the article)

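Single-nucleus RNA-seq libraries of whole hearts of 4 WT and 4 Taz-KO male mice were analysed, 1 library per mouse. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger from reads that included introns, for the barcodes that Cell Ranger called as cells. The correction for ambient RNA, the removal of doublets and the filters on nuclei that the paper describes came after these counts. The lowest number of UMIs of a barcode ranged from 500 in Taz-KO replicates 4685 and 5301 to 6522 in WT replicate 4909. Droplets with fewer UMIs are thus not in the files. All libraries other than Taz-KO replicates 4685 and 5301 hold 21190 or more barcodes. This is more than the approximate number of nuclei that the paper states was used per heart. Some barcodes may thus not be single nuclei, and whether some are empty droplets was not tested. Numbers and shares of nuclei are those of the barcodes kept. The largest unnamed cluster, of 17853 barcodes, had a median of 0.656 of the UMIs of its library and of 26.27% mitochondrial UMIs. The depth per mouse is given beside the description of the samples.

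Mitochondrial genes were left out, barcodes with at least 800 UMIs and 250 genes were used, and genes found in at least 10 nuclei were kept. Doublets were scored per mouse by the share of artificial doublets among the neighbours of a nucleus, and the highest-scoring 0.8% per 1000 nuclei, at most 10%, were removed. Nuclei were normalized, variable genes were selected, and 15 principal components were corrected for the mouse by the published algorithm of Harmony, in code written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. A graph of 20 nearest neighbours was clustered with the Leiden method of python-igraph 0.11.9. The rule that turns marker scores into names was revised 3 times after the marker scores of the clusters were seen. SoupX, DoubletFinder, MAST, scLR, clusterProfiler and the Omnipath database were not used here.

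Counts were summed per mouse and cell type and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood F test with robust estimates), with Benjamini-Hochberg adjustment over the genes of a cell type. The thresholds for counts of genes are those of the paper, which tested nuclei where mice are tested here, and single genes are reported at an adjusted p of 0.05. Gene sets were tested with edgeR's fry, adjusted over 160 tests, after a first adjustment that also held the lowest-UMI barcodes, and with camera of limma 3.58.1 as the alternative. DESeq2 1.42.0 was the other tool for genes. The tests were tested on simulated data drawn from the means, dispersions and library sizes of these mice, with 200 changed genes; 4-fold changes were added after 2-fold changes were seldom recovered. Shares of cell types, the diversity statistic and ligand-receptor products were compared by exact permutation tests over the groupings of the mice. The plan named no adjustment for ligand-receptor pairs. Their p were first adjusted within each combination of cell types and, after those values were seen, over all pairs. Only the part of Table S4 that was at hand was used.

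The comparisons, their tests, the marker genes, the gene lists and most alternatives were fixed before the data were examined. Genes are named if they are Taz, if the paper names them for a cell type, or if they are among the 5 largest changes of a cell type past the thresholds with mice that do not overlap between genotypes; other genes of Table S3, clock genes and synthetase genes were singled out after their values were seen. Barcodes below 800 UMIs were planned as a stand-in for ambient RNA, but only Taz-KO replicates 4685 and 5301 hold any, so the barcodes with the fewest UMIs of each library, a share of 0.1, were used. In Taz-KO replicates 4685 and 5300, 332 of 349 and 2948 of 2948 such barcodes were among the nuclei kept. In Taz-KO replicate 5301 it was 0 of 557. Being kept rests on UMIs, genes and the doublet score, so it does not show that they are nuclei. Named clusters held 90 of 349 in Taz-KO replicate 4685, 617 of 2259 in WT replicate 4686 and 1884 of 2948 in Taz-KO replicate 5300. A subtraction with an ambient share per nucleus from its mitochondrial UMIs, which treats these barcodes as ambient RNA alone, was also added after the data were seen. The estimated ambient share of UMIs, as the median over mice, was 30.5% in cardiomyocytes, 72.9% in fibroblasts, 79.4% in endothelial cells, 65.7% in lymphatic endothelial cells, 76.2% in macrophages, 90.3% in B-lymphocytes, 85.1% in T-lymphocytes, 47.5% in mesothelial cells, 74.1% in pericytes, 61.8% in smooth muscle cells, 50.5% in adipocytes and 51.9% in unnamed nuclei. The limits at which an explanation is left open were made stricter for the adipocyte pairs, the time of day and ambient RNA outside cardiomyocytes after their values were seen. Gene positions are from GENCODE vM21 on GRCm38, the same build as the reference of the paper in another release, in which 32158 of the 32285 gene identifiers (99.6%) were found. The numbers of the mice do not repeat between the genotypes, so the main fits hold no pairing; some numbers are neighbours (4685 and 4686, 4909 and 4910, 5300 and 5301, 5355 and 5356), and a fit with these as a block was added after the data were seen.

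Of the lists fixed in advance, those not given beside a sentence of the paper follow for cardiomyocytes, with adjusted p from edgeR's fry. Abundant cardiomyocyte transcripts had a median log2 fold change of -0.47 (21 of 22 lower in Taz-KO, adjusted p = 0.0631), abundant erythroid transcripts -1.02 (5 of 5 lower, adjusted p = 0.532) and collagens -0.17 (16 of 22 lower, adjusted p = 0.788). Cytosolic ribosomal proteins had a median of 0.21 (75 of 81 higher, adjusted p = 0.832). Clock genes of the Arntl phase had a median of -0.28 and those of the Per and Dbp phase of -0.11, with an upward direction by fry for the latter. For the mitochondrial synthetases the mean, -0.07, and fry pointed down while the median was above 0. Outside cardiomyocytes the median differed in sign from the mean or from fry for some lists with medians near 0, such as fatty acid synthesis in endothelial cells (median 0.04, downward by fry).

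Of 160 sets, 18 passed an adjusted p of 0.05 by edgeR's fry: 10 in cardiomyocytes, 3 in adipocytes, 2 in B-lymphocytes and 1 each in endothelial, lymphatic endothelial and mesothelial cells. Camera with a preset correlation of 0.01 called 89 sets. With an estimated correlation it called 3, all in cardiomyocytes: integrated stress response targets, heart contraction and muscle system process. The sets of Table S3 among those called were chosen on these mice, so their p are not independent evidence.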

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

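The tests on the integrated stress response, on the unfolded protein response and on Taz in the lowest-UMI barcodes were chosen after the results were seen.

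Genes outside those the paper discusses changed as well. The 30 targets of the integrated stress response listed in advance were all higher in Taz-KO cardiomyocytes, with a median log2 fold change of 2.3157 (adjusted p = 6.36e-05 from edgeR's fry); 26 of them passed an adjusted p of 0.05 by edgeR. The median stayed between 2.25 and 2.41 with each mouse left out. The mitochondrial synthetases did not rise with the cytosolic ones, so the values are consistent with an integrated stress response behind the cytosolic synthetase genes. Genes of the endoplasmic reticulum unfolded protein response had a median of 0.0044644, with 10 higher and 10 lower, which leaves that response open. The targets also rose in endothelial cells (median 1.40), lymphatic endothelial cells (1.11) and B-lymphocytes (1.39), with adjusted p of 0.0498, 0.0454 and 0.0310 from edgeR's fry, and in the lowest-UMI barcodes (1.35), so that ambient RNA stays open for them outside cardiomyocytes. Whether the rise differs between cell types was not tested. The list of targets shares no gene with the list of cytosolic synthetases.

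Single mice lay far from the others of their genotype in 14 of 108 groups of 4 mice, and chance gives about 1 in 20 groups. Taz in cardiomyocytes was 23.4 CPM in Taz-KO replicate 5300, against 35.8 to 38.2 in the other Taz-KO mice, and in macrophages 15.0 against 21.9 to 22.9. Taz was higher in cardiomyocytes than in the lowest-UMI barcodes, whose share of mitochondrial UMIs is higher, in 4 of 4 Taz-KO mice, which argues against ambient RNA as its whole source. A transcript that remains from the targeted gene was not tested.

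Taz-KO replicate 5301 lay apart in Bgn in mesothelial cells (96.8 CPM, others 444 to 514), BC048644 in cardiomyocytes (3.87, others 1.54 to 1.81), Vmn2r3 in fibroblasts (16.7, others 48.8 to 55.2) and in endothelial cells (27.3, others 69.3 to 73.6), and Mthfd2 in lymphatic endothelial cells (24.6, others 65.6 to 72.7). Taz-KO replicate 4685 lay apart in the share of pericytes (1.23%, others 4.50 to 5.10) and of unnamed nuclei (56.6%, others 21.6 to 26.3). These libraries have the fewest barcodes, and no test separated this from a difference between the mice. WT replicate 5356 lay apart in the share of endothelial cells (24.9%, others 14.7 to 15.9), of B-lymphocytes (0.987%, others 0.207 to 0.255) and of ribosomal protein UMIs in the lowest-UMI barcodes (0.898%, others 2.68 to 2.97). WT replicate 5355 lay apart in Vmn2r3 in cardiomyocytes (0.569 CPM, others 0.110 to 0.186) and WT replicate 4686 in Asns in lymphatic endothelial cells (3.73 CPM, others 2.51 to 2.56). No biological explanation was tested for these mice, since the design gives none within a genotype.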

How the results depend on the processing

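Tests chosen after the data were seen are those on the lowest-UMI barcodes other than leaving out mice, the subtraction by mitochondrial UMIs, the thinning, the block of neighbouring mouse numbers, and for gene sets the removal of more doublets, the resolution of 0.5 and equal numbers of nuclei.

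The counts of genes past the thresholds depend on the tool, the threshold and the mice. In cardiomyocytes, 426 became 2693 at an adjusted p of 0.05, 1469 with DESeq2, 113 after subtraction of an ambient share of 0.2, 154 after the subtraction by mitochondrial UMIs, 234 of 12026 genes tested, instead of 18333, with equal numbers of nuclei, and 199 to 339 with a mouse left out. An adjusted p of 0.05 gave 69 in fibroblasts, 69 in endothelial cells, 22 in lymphatic endothelial cells, 37 in macrophages, 4 in B-lymphocytes, 27 in mesothelial cells and 15 in pericytes. DESeq2 gave 118, 103, 12, 57, 4, 25 and 17 in the same order, and 7 in adipocytes. No filter on low counts gave 8 in fibroblasts, 9 in endothelial cells, 63 in lymphatic endothelial cells, 2 in macrophages, 8 in B-lymphocytes, 4 in T-lymphocytes, 22 in mesothelial cells, 20 in pericytes and 64 in adipocytes. RLE normalization gave 2 in macrophages. Subtraction of an ambient share of 0.2 left 0 by edgeR in fibroblasts, endothelial cells, macrophages and pericytes and 1 each in lymphatic endothelial cells and B-lymphocytes, and the subtraction by mitochondrial UMIs left 0 by edgeR in these 6 cell types. Removal of more doublets gave 4 in fibroblasts and 1 in B-lymphocytes, clusters without the genes of Table S2 gave 7 in endothelial cells, 2 in macrophages, 1 in B-lymphocytes and 2 in adipocytes, and equal numbers of nuclei gave 0 by edgeR in lymphatic endothelial cells, B-lymphocytes and pericytes.

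With a mouse left out in turn, the counts ranged from 0 to 23 in fibroblasts, 0 to 15 in endothelial cells, 2 to 5 in lymphatic endothelial cells, 0 to 14 in macrophages, 1 to 1 in B-lymphocytes, 0 to 1 in T-lymphocytes, 0 to 2 in mesothelial cells, 0 to 15 in pericytes and 0 to 2 in adipocytes; apart from B-lymphocytes the highest was always without Taz-KO replicate 5301, in lymphatic endothelial cells also without WT replicate 5356. In the lowest-UMI barcodes, 13 became 132 at an adjusted p of 0.05, 117 with DESeq2 and 46 without a filter, and 1 to 24 with a mouse left out. Apart from the smaller number of mice or nuclei and of genes tested, the cause was not tested.

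Taz in cardiomyocytes kept its direction in 18 alternatives without a block, from -0.77 to -0.55 with a mouse left out, and lost its adjusted p below 0.05 after subtraction of an ambient share of 0.2 (-0.63, adjusted p = 0.0531 by edgeR, with 0.00562 to 0.0531 over these alternatives). The subtraction by mitochondrial UMIs reversed it in endothelial cells (0.063), fibroblasts (0.25), lymphatic endothelial cells (0.79), macrophages (0.040) and mesothelial cells (0.10), and reversed Tenm4 in fibroblasts (-9.22), protein folding in endothelial cells (-1.44) and heat shock proteins in fibroblasts (-0.74). With a mouse left out, Hsp90ab1 in pericytes ranged from -0.18 to 0.40 (negative without Taz-KO replicates 4685 and 5300 and WT replicate 5356, at -0.13, -0.02 and -0.18), muscle system process in fibroblasts from -0.41 to 0.069 (without Taz-KO replicate 5301), and, without Taz-KO replicate 4685, extracellular matrix organization in macrophages from -0.12 to 0.74 and collagens in macrophages from -0.19 to 0.63. The cause was not tested.

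Of 160 sets, 18 passed by fry; 11 did after subtraction of an ambient share of 0.2, 89 by camera with a correlation of 0.01, 3 with an estimated correlation, and 7 to 29 with a mouse left out. Fatty acid oxidation in cardiomyocytes lost its adjusted p below 0.05 in 10 of 17 alternatives without a block, beta-oxidation in 7 of 17, fatty acid metabolic process in adipocytes in 12 of 15, and integrated stress response targets, heart contraction and muscle system process in cardiomyocytes in 0 of 17. For the sets of Table S3, chosen on these mice, such stability is not independent evidence.

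The mice with neighbouring numbers, taken as a block in the cell types with all 8 mice, leave 2 pairs that hold both genotypes and 3 residual degrees of freedom. Over the genes of cardiomyocytes the deviations of these pairs from the genotype means correlated with r of 0.0298 and 0.171, against -0.502 to 0.545 in the 14 other pairs of a WT and a Taz-KO mouse, of which 6 and 4 had as large an r. In fibroblasts r was 0.106 and 0.327, and 5 and 4 of 14 were as large. With 2 such pairs, these r do not decide whether neighbouring numbers share a batch or a time of collection. Ordered by the clock index given below, each mouse stood beside its neighbour in number in fibroblasts, endothelial cells and macrophages. In cardiomyocytes replicates 4685 (-0.721) and 4686 (-2.10) lay apart. A shared time of collection would give such an order, but the times are not given. Replicates 5355 and 5356 are both WT and 5300 and 5301 both Taz-KO. A shared time would thus be partly mixed with genotype in the fits without a block. With the block, 20 genes passed in cardiomyocytes, 0 by edgeR in fibroblasts (584 at an unadjusted p below 0.05), endothelial cells (354), lymphatic endothelial cells (143), macrophages (197), mesothelial cells (315), pericytes (101) and the lowest-UMI barcodes (445), and 4 of 115 sets, all in cardiomyocytes: integrated stress response targets, heart contraction, muscle system process and the synthetase genes of Table S3. Taz in cardiomyocytes was at -0.483 (adjusted p = 0.564). No direction reversed; 27 results lost an adjusted p below 0.05, among them Acaa2, Acadm, Acsl1, Hadha, Hadhb and Acacb in cardiomyocytes, and calls lost in so small a fit do not show a weaker effect. Hadha (-0.76), Hadhb (-0.67), Acadm (-0.85) and Acsl1 (-1.09) in cardiomyocytes and Hspa8 (0.63) in pericytes came within the paper's values with the block.

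The difference in the share of cardiomyocytes, within the spread between mice, changed sign with at least 1500 UMIs (-0.312), more doublets removed (-0.139) and a resolution of 0.5 (-0.731), and ranged from -3.07 to 3.41 with a mouse left out. It ranged from -1.25 to 0.0351 for pericytes and from -0.164 to 0.0344 for smooth muscle cells, whose sign also changed with more doublets removed (0.0787). The cause was not tested. The share of mesothelial cells was higher in Taz-KO by 1.21 to 1.82 points in the 12 alternatives, with an exact permutation p of 0.0286 in 8 and of 0.0571 in the 4 that left out a WT mouse. The diversity statistic kept its direction and its side of 0.05 in 13 alternatives. In the main clusters 2 of 11 had an exact permutation p of 0.0286 (adjusted p = 0.157), and in the alternatives 0 to 3 clusters did. A few shares or clusters at the smallest p these tests allow cannot reach an adjusted p of 0.05, so the absence of such calls says nothing on stability.

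Pairs lower in Taz-KO numbered 754 and ranged from 659 to 785 with a mouse left out; those of fibroblasts and adipocytes ranged from 244 to 342. Pairs past an adjusted p of 0.05 went from 0 by the exact permutation test to 737 with mice that have at least 10 nuclei of both cell types, since the smallest p these tests allow lies near the threshold, and to 552 when adjusted within each combination of cell types, the adjustment used first and replaced after its values were seen.

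Barcodes below 500 UMIs were not run, since the lowest number in the files is 500. Adipocytes with more doublets removed, and T-lymphocytes with 1500 UMIs or without the genes of Table S2, could not be fitted, with too few mice of at least 10 nuclei. In simulated counts edgeR recovered 0% of 2-fold changes at the thresholds in each of the 10 cell types and DESeq2 0% to 10.8%. DESeq2 called up to 6 unchanged genes of a cell type in these runs, and edgeR 0. The simulations did not vary the depth.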

Differences from the paper's values

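Tests marked below as chosen after the values were seen are the subtraction with an ambient share from mitochondrial UMIs and the thinning to equal UMIs; the other alternatives were set before the data were examined. Alternatives here are those without a block of mice. A count or a p is called within the paper's number if it lies within 1.5 times it, and numbers of nuclei per cell type also if they differ by no more than the SD between mice. A log2 fold change is called within it if the sign is the same and the difference is no larger than the standard error of the fit here.

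The paper tested nuclei, with an adjustment for the individual mouse, on counts corrected for ambient RNA. Mice were tested here, on uncorrected counts in the main fits and on more barcodes. The differences in numbers of genes below thus cannot be credited to the unit of the test alone. In cardiomyocytes the paper gives 154 upregulated genes and edgeR's quasi-likelihood test gave 260; with equal numbers of nuclei it gave 149 and with each mouse left out in turn 136 to 221, all within 1.5 times the paper's number, and the other alternatives did not come within it. In fibroblasts the paper gives 296 upregulated and 75 downregulated genes against 2 and 0 here by edgeR (1712 genes at an unadjusted p below 0.05); no alternative came near, with 53 and 16 at an adjusted p of 0.05 and 91 and 27 by DESeq2. In endothelial cells the paper gives 121 and 21 against 3 and 0 by edgeR (1285 at an unadjusted p below 0.05); an adjusted p of 0.05 gave 53 and 16 and DESeq2 76 and 27, so the downregulated genes came within the paper's number under both and the upregulated ones under no alternative. In macrophages the paper gives 33 upregulated genes against 1; an adjusted p of 0.05 (26) and DESeq2 (41) came within it, and the other alternatives did not. In pericytes the paper gives 17 upregulated and 5 downregulated genes against 2 and 0 by edgeR (626 at an unadjusted p below 0.05). The upregulated genes came within the paper's number at an adjusted p of 0.05 (12), by DESeq2 (14), without a filter on low counts (17) and without Taz-KO replicate 5301 (15), and under no other alternative; the downregulated ones did under none, with 3 by DESeq2.

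In adipocytes the paper gives 16 upregulated and 8 downregulated genes against 0 and 0 by edgeR (933 at an unadjusted p below 0.05); no alternative came within these, with 4 and 3 by DESeq2 and 39 and 25 without a filter on low counts. In lymphatic endothelial cells the paper gives 1 upregulated gene against 4; the subtraction of an ambient share of 0.2 gave 1 and the other alternatives did not. In mesothelial cells the paper gives 1 against 0 by edgeR (879 at an unadjusted p below 0.05, 16 higher by DESeq2), and no alternative gave 1. In B-lymphocytes the paper gives 0 upregulated genes against 2; equal numbers of nuclei gave 0 by edgeR (4 by DESeq2 on all nuclei), and so did the subtraction of an ambient share from mitochondrial UMIs, chosen after the values were seen, and the other alternatives did not.

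The paper gives 75051 nuclei and 151264 barcodes were kept as nuclei here. The alternatives were not carried to this total, so the cause of the difference stays open. In Taz-KO the paper's Table S1 gives 25 B-lymphocytes (284 here), 3138 endothelial cells (10259), 7630 fibroblasts (12688), 374 lymphatic endothelial cells (708), 3737 macrophages (7542), 1005 mesothelial cells (1670), 1424 pericytes (2341), 115 smooth muscle cells (213) and 16 T-lymphocytes (205). In WT the paper's table gives 197 adipocytes (331 here), 56 B-lymphocytes (263), 3982 endothelial cells (11217), 10170 fibroblasts (25918), 620 lymphatic endothelial cells (1224), 727 mesothelial cells (1153), 134 smooth muscle cells (227) and 42 T-lymphocytes (167). With as many doublets removed again, the mesothelial cells (1376 in Taz-KO and 871 in WT), the WT adipocytes (134) and the WT smooth muscle cells (117) came within the paper's numbers; the others did not, and a minimum of 1500 UMIs, clusters without the genes of Table S2 and a resolution of 0.5 brought none of these numbers within.

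The paper's p for the diversity statistic is 0.66, and the exact permutation test over 4 WT and 4 Taz-KO mice gave 0.143; no alternative came within it, and the highest was 0.257. For pairs with a fibroblast ligand the paper gives 680 lower and 226 higher. Here 0 and 0 passed an adjusted p of 0.05 by the exact permutation test, with 172 lower and 188 higher at an unadjusted p below 0.05. By direction alone 603 were lower and 303 higher, within 1.5 times the paper's numbers. These are the pairs that the paper lists, so their total is fixed and the counts by direction are not re-derived. With mice that have at least 10 nuclei of both cell types, 251 lower and 188 higher passed, of which the higher came within the paper's number; no other alternative did, nor did the thinning to equal UMIs chosen after the values were seen. Adjusted within each combination of cell types, the first adjustment, not in the plan and replaced after its values were seen, 106 lower and 148 higher passed, not within the paper's numbers.

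The log2 fold changes of the paper are averages over pooled nuclei. For Fasn in adipocytes the paper's is 1.80 and 2.43 was found here; on the paper's scale, Seurat's average over pooled nuclei, it was 1.48, which came within it, as did equal numbers of nuclei (2.02) and the fits without WT replicate 4909 (2.32), Taz-KO replicate 5300 (2.03) or WT replicate 5355 (2.06). For Insig1 the paper's is 0.912 against 1.44, with 0.44 on Seurat's scale, 1.28 with equal numbers of nuclei, and 0.58, 1.12 and 1.41 without Taz-KO replicate 5300, WT replicate 5355 or WT replicate 5356, all within it. For Elovl6 the paper's is 1.67 against 2.32, with 1.45 on Seurat's scale, 2.16 without Taz-KO replicate 5301 and 2.08 without WT replicate 5356 within it. In cardiomyocytes the paper's values are -0.634 for Hadha, -0.924 for Acaa2, -0.645 for Acadm and -0.919 for Acsl1, against -1.08, -1.81, -1.14 and -1.34 here; only Seurat's scale came within them, at -0.54, -0.72, -0.56 and -0.79. For Hadhb the paper's is -0.665 against -1.00; Seurat's scale, at -0.38, did not come within it, and the fits without Taz-KO replicate 4685 (-0.87), Taz-KO replicate 5301 (-0.85) or WT replicate 5356 (-0.91) did. For these genes the other alternatives did not. Table S2 lists the adipocyte genes as changed, and no adjusted p of 0.05 was reached by edgeR in the main fit; DESeq2 gave one to Acly, Fasn and Elovl6, edgeR without a filter on low counts to all of these and Insig1, and edgeR without WT replicate 4686 to Acly.

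In pericytes the paper's log2 fold change of Hsp90ab1 is 0.849 against 0.10, with 0.40 without Taz-KO replicate 5301 within it and Seurat's scale (0.28) and the other alternatives not. For Hspa8 the paper's is 1.12 against 0.46; Seurat's scale (0.54), equal numbers of nuclei (0.69) and the fits without WT replicate 4909 (0.56), Taz-KO replicate 5301 (0.78) or WT replicate 5355 (0.68) came within it, and the others did not. For Bgn in mesothelial cells the paper's is 1.65 against 0.34, and no alternative came within it, with 0.49 on Seurat's scale.

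Table S3 lists genes of the muscle system process as upregulated in fibroblasts; 20 of its 31 genes were lower in Taz-KO here. Table S4 lists more pairs between fibroblasts as lower than as higher; here 9 of 48 were lower, and 25 without WT replicate 5355 (8 to 11 without each other mouse), so a single mouse decides which direction prevails. Of the pairs from cardiomyocytes to fibroblasts, where it again lists more as lower, 79 of 201 were lower, and 74 to 90 with a mouse left out.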

Other observations

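The tests on other splits, on UMI totals, on a strain variant and on fatty acid synthesis were chosen after the results were seen, and those on ambient RNA, ribosomal genes, clock genes, adipocyte markers and few adipocyte nuclei before.

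Counts of genes past the thresholds were compared over 35 splits of the mice. Only 1, the real one, gave as many in cardiomyocytes, fibroblasts, endothelial cells, lymphatic endothelial cells, macrophages, B-lymphocytes and pericytes. This argues against chance for these counts, which outside cardiomyocytes are 1 to 4 genes against 0 in every other split. A share of 1 in 35 is the smallest this test can give, and the shares were not adjusted over cell types and thresholds. At an adjusted p of 0.05 by edgeR and past the same log2 fold change, 69 genes passed in fibroblasts and 69 in endothelial cells. There were 22 in lymphatic endothelial cells, 37 in macrophages, 4 in B-lymphocytes, 27 in mesothelial cells and 15 in pericytes. Another split gave at most 1, so again 1 of 35 gave as many, which argues against chance for them. Chance cannot be excluded for the wider counts at an unadjusted p below 0.05 by edgeR. As many genes came from 4 of 35 splits in fibroblasts, 5 in endothelial cells, 4 in lymphatic endothelial cells and 5 in macrophages. The number was 5 in B-lymphocytes, 4 in mesothelial cells, 7 in pericytes, 17 in T-lymphocytes and 3 in the lowest-UMI barcodes. In fibroblasts, endothelial cells and lymphatic endothelial cells the largest numbers came from the split of the lower against the higher of each pair of neighbouring mouse numbers (2894, 2631 and 1039 genes). In cardiomyocytes (5218 genes) and adipocytes (933) 1 of 35 splits gave as many. The highest other split gave 1899 genes in cardiomyocytes and 680 in adipocytes. This argues against chance for these wider counts, with a narrower margin in adipocytes. The counts of 0 past the thresholds by edgeR in T-lymphocytes, mesothelial cells and adipocytes are matched by any split (35 of 35), so they decide nothing.

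The gene lists other than the sets of Table S3 were also tested by fry over the splits, in the cell types with all 8 mice. In that test 3 of 98 passed an adjusted p of 0.05, and 1 of 35 splits, the real one, gave as many. This argues against chance for this count of 3, at the smallest share the test can give. More of these lists have an adjusted p below 0.05 from fry elsewhere in the text. Their adjusted p are not those of the split test, so its result does not cover each list called there.

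In the barcodes with the fewest UMIs of each library, the stand-in for ambient RNA, 13 genes passed the thresholds between Taz-KO and WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 higher and 1 lower. With a mouse left out there were 1 to 24, with 24 without WT replicate 5356. Of 35 splits of the mice 1, the real one, gave as many, which argues against chance. In 6 of 8 libraries each of these barcodes had at least 2165 UMIs, so that they pass the paper's filter on nuclei. The largest changes were Vmn2r3 (log2 fold change 9.64), Ostn (7.62), Gdf15 (6.35), Tenm4 (4.95) and Slc5a1 (4.23).

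Of the 84 genes called higher at an adjusted p of 0.05 by edgeR in Taz-KO fibroblasts, endothelial cells, macrophages or pericytes, 63 were tested in these barcodes. All 63 were higher there and 51 were called (80.95%), against 0.644% of all genes, and 78 of the 84 were called higher in cardiomyocytes. The log2 fold changes of all 14736 genes compared correlated between fibroblasts and these barcodes with a Pearson r of 0.849, against 0.453 to 0.814 in the other splits of the mice (median 0.655), and in endothelial cells with 0.850 over 14676 genes, against 0.492 to 0.819 (median 0.685). Much of the agreement is thus there without a change between genotypes. After subtraction of an ambient share of 0.2, 0 of the 53 higher genes of fibroblasts and 8 of the 53 of endothelial cells were still called by edgeR. Most of these barcodes pass the filter on nuclei, which does not show whether they are nuclei, and all come from the same mice. The values thus do not separate ambient RNA from a response that all cell types share, and both stay open.

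The share of ribosomal protein UMIs of a mouse in fibroblasts followed its share in the lowest-UMI barcodes, with a Pearson r of 0.973 (exact permutation test over 8 mice, p = 2.48e-04) and a Spearman rho of 0.952 (exact permutation test, p = 0.00114). In endothelial cells r was 0.991. Both p were unchanged by Benjamini-Hochberg adjustment over these cell types. Without Taz-KO replicates 4685 and 5301, the farthest mice, r was 0.976 in endothelial cells (exact permutation test, p = 0.00833). These barcodes come from the same mice, so that any difference between mice moves both shares. Ambient RNA, a difference in quality between libraries and a difference between the genotypes all stay open.

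Clock genes of the Arntl phase and of the Per and Dbp phase had medians of opposite sign in 9 of 10 cell types; in cardiomyocytes both were negative. The difference of their means, an index of the phase, ranged over 5.51 on the log2 scale among WT mice and 2.04 among Taz-KO mice in fibroblasts, more than the difference of -1.31 between genotypes (exact permutation test, p = 0.400). In fibroblasts the index was alike in mice with neighbouring numbers: -2.31 in Taz-KO replicate 4685 and -2.80 in WT replicate 4686, -1.33 in WT replicate 4909 and -1.22 in Taz-KO replicate 4910, -0.276 and -0.574 in Taz-KO replicates 5300 and 5301, and 2.29 and 2.71 in WT replicates 5355 and 5356. The time of day of collection may lie behind the lower Arntl and Npas2, but it was predicted to show in every cell type, so it stays open. The time of collection is not given.

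For the lower ligand-receptor pairs of adipocytes, each of 3 technical explanations stays open. Of the 318 lower pairs, 168 (52.83%) have a receptor with a median under 10 UMIs per mouse in adipocytes of a genotype, so few nuclei may explain part of them. With summed counts thinned to equal UMIs, 68.73% of the pairs were lower, between an even division and the share before thinning, and the share was the same size without Taz-KO replicate 5301. Markers of macrophages, fibroblasts and endothelial cells did not separate the genotypes in adipocyte nuclei (lowest exact permutation p = 0.543 over 8 mice). The largest difference was in cardiomyocyte markers, lower by 1.005 on the log2 scale in Taz-KO, with 18 of 24 lower (exact permutation test, p = 0.2). There were too few mice to exclude transcripts of other cell types.

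Of the 426 genes called in cardiomyocytes, 0 lie within 10 Mb of Taz by their annotated positions, where 81 tested genes lie (0.442%). The called genes thus show no excess near Taz. With so small a share of the tested genes in this window, few calls would fall there in any case. The count therefore does not exclude a strain variant near the targeted gene. Variants elsewhere were not tested.

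The change of fatty acid synthesis genes in adipocytes exceeded that in cardiomyocytes by as much in 2 of 35 groupings of the mice, so chance cannot be excluded. Taz-KO replicate 4685, with 8 adipocyte nuclei, was not part of this comparison.

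Xist was between 0.57 and 1.05 CPM in the WT mice and between 1.20 and 2.21 CPM in the Taz-KO mice, so the genotypes do not overlap, which 2 of 70 groupings give by chance in either direction. Ddx3y was between 74.1 and 105 CPM in all 8 mice. BC048644 had 0 UMIs in WT cardiomyocytes and was at least 136.3-fold higher in Taz-KO against a floor of 3 counts over the group.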
